# Role of callose synthases in transfer cell wall development in tocopherol deficient *Arabidopsis* mutants

**DOI:** 10.3389/fpls.2014.00046

**Published:** 2014-02-19

**Authors:** Hiroshi Maeda, Wan Song, Tammy Sage, Dean DellaPenna

**Keywords:** tocopherols, transfer cells, callose synthase, Arabidopsis, sugar export, antioxidants, phloem parenchyma cells

## Abstract

Tocopherols (vitamin E) are lipid-soluble antioxidants produced by all plants and algae, and many cyanobacteria, yet their functions in these photosynthetic organisms are still not fully understood. We have previously reported that the *vitamin E deficient 2* (*vte2*) mutant of *Arabidopsis thaliana* is sensitive to low temperature (LT) due to impaired transfer cell wall (TCW) development and photoassimilate export associated with massive callose deposition in transfer cells of the phloem. To further understand the roles of tocopherols in LT induced TCW development we compared the global transcript profiles of *vte2* and wild-type leaves during LT treatment. Tocopherol deficiency had no significant impact on global gene expression in permissive conditions, but significantly affected expression of 77 genes after 48 h of LT treatment. In *vte2* relative to wild type, genes associated with solute transport were repressed, while those involved in various pathogen responses and cell wall modifications, including two members of callose synthase gene family, *GLUCAN SYNTHASE LIKE 4* (*GSL4*) and *GSL11*, were induced. However, introduction of *gsl4* or *gsl11* mutations individually into the *vte2* background did not suppress callose deposition or the overall LT-induced phenotypes of *vte2*. Intriguingly, introduction of a mutation disrupting *GSL5*, the major GSL responsible for pathogen-induced callose deposition, into *vte2* substantially reduced vascular callose deposition at LT, but again had no effect on the photoassimilate export phenotype of LT-treated *vte2*. These results suggest that GSL5 plays a major role in TCW callose deposition in LT-treated *vte2* but that this GSL5-dependent callose deposition is not the primary cause of the impaired photoassimilate export phenotype.

## Introduction

Tocopherols are essential nutrients in mammals and, together with tocotrienols, are collectively known as vitamin E (Evans and Bishop, 1922; Bramley et al., 2000; Schneider, 2005). As lipid-soluble antioxidants tocopherols quench singlet oxygen and scavenge lipid peroxyl radicals and hence terminate the autocatalytic chain reaction of lipid peroxidation (Tappel, 1972; Fahrenholtz et al., 1974; Burton and Ingold, 1981; Liebler and Burr, 1992; Kamal-Eldin and Appelqvist, 1996). Tocopherols are localized in biological membranes and associated with highly unsaturated fatty acids, and thus may also affect membrane properties, such as permeability and stability of membranes (Erin et al., 1984; Kagan, 1989; Stillwell et al., 1996; Wang and Quinn, 2000).

Tocopherols are synthesized only in photosynthetic organisms, including all plants and algae, and some cyanobacteria. However, tocopherol functions in these organisms remain poorly understood. The tocopherol-deficient *vte2* (*vitamin e 2*) mutant of *Arabidopsis thaliana* is defective in homogentisate phytyl transferase (HPT), the first committed enzyme of the pathway, and lacks all tocopherols and pathway intermediates (Collakova and DellaPenna, 2001; Savidge et al., 2002; Sattler et al., 2004; Mene-Saffrane et al., 2010). The *vte2* mutants exhibit reduced seed viability and defective seedling development associated with elevated lipid peroxidation (Sattler et al., 2004; Mene-Saffrane et al., 2010; DellaPenna and Mene-Saffrane, 2011), demonstrating that a primary role of tocopherols is to limit non-enzymatic lipid oxidation of polyunsaturated fatty acids (PUFAs), especially during seed desiccation and seedling germination. Transcript profiling studies further confirmed the importance of non-enzymatic lipid oxidation in triggering the oxidative and defense responses in germinating seeds of *vte2* (Sattler et al., 2006).

In contrast to the drastic *vte2* seedling phenotype, the *vte2* mutants that do survive early seedling development become virtually indistinguishable from wild type under permissive conditions and also under high light stress (Sattler et al., 2004; Maeda et al., 2006), suggesting that tocopherols are dispensable in mature plants even under highly photooxidative stress conditions. However, when tocopherol-deficient Arabidopsis plants are subjected to low temperature (LT) they developed a series of biochemical and physiological phenotypes (Maeda et al., 2006). As early as 6 h after LT treatment the *vte2* mutants exhibit an impairment of photoassimilate export. This transport phenotype is accompanied by an unusual deposition of cell wall materials (i.e., callose) in the vasculature which likely creates a bottleneck for photoassimilate transport. Reduced photoassimilate export subsequently leads to carbohydrate and anthocyanin accumulation in source leaves, feedback inhibition of photosynthesis and ultimately growth inhibition of whole plants at LT (Maeda et al., 2006). This LT phenotype was independent of light level and was not associated with typical symptoms of photooxidative stress (i.e., photoinhibition, photobleaching, accumulation of zeaxanthin, or lipid peroxides) (Maeda et al., 2006).

The carbohydrate accumulation and callose deposition phenotypes of LT-treated *vte2* resemble the phenotypes of maize *sucrose export defective 1* (*sxd1*) and potato *SXD1*-RNAi lines, which are also tocopherol deficient and accumulate carbohydrates without LT treatment (Russin et al., 1996; Provencher et al., 2001; Sattler et al., 2003; Hofius et al., 2004). Thus, a role for tocopherols in phloem loading is conserved among different plants with the unique, LT-inducibility of *Arabidopsis vte2* mutant phenotype providing a useful tool to dissect the underlying mechanism. Detailed ultrastructure analysis of the vasculature of the *Arabidopsis vte2* mutant during a LT time course revealed that callose deposition occurred before significant accumulation of carbohydrate and is restricted to the transfer cell wall (TCW) of phloem parenchyma cells adjacent to the companion cell/sieve element complex (Maeda et al., 2006). While the TCW is usually characterized by invaginated wall ingrowth toward the cytoplasm (Haritatos et al., 2000; Talbot et al., 2002; McCurdy et al., 2008), the phloem parenchyma cells of LT-treated *vte2* developed abnormally thickened TCW with irregular shaped ingrowths and massive callose deposition (Maeda et al., 2006). These results demonstrated that TCW-specific callose deposition is tightly linked with the defective photoassimilate export phenotype and is not a secondary effect caused by carbohydrate accumulation. However, the molecular mechanism underlying the callose deposition remains to be determined as does whether impaired phloem loading is due to vascular callose deposition in TCWs in the tocopherol-deficient mutants.

Analysis of membrane lipid composition in wild-type *Arabidopsis* and the *vte2* mutant during LT treatment further revealed that tocopherol deficiency in plastids alters the PUFA composition of endoplasmic reticulum (ER) derived membrane lipids prior to LT treatment (Maeda et al., 2008). Subsequently, mutations in *FATTY ACID DESATURASE 2* (*FAD2*) and *TRIGALACTOSYLDIACYLGLYCEROL 1* (*TGD1*), encoding the ER-localized oleate desaturase and the ER-to-plastid lipid ATP-binding cassette (ABC) transporter, respectively, were identified as *suppressors of the vte2 LT-induced phenotypes* (*sve* loci) (Maeda et al., 2008; Song et al., 2010). These results provided biochemical and genetic evidence that alterations in extra-plastidic lipid metabolism are an upstream event in the initiation and development of the *vte2* LT-induced phenotypes (Maeda et al., 2008; Song et al., 2010). The unexpected role of plastid-localized tocopherols in ER lipid metabolism has led to the recent discovery of a novel mechanism allowing biochemical continuity between the ER and chloroplast membranes (Mehrshahi et al., 2013). However, further investigation is required to understand the molecular links between tocopherol deficiency, lipid metabolism, and reduced photoassimilate export in LT-treated *vte2*.

In this study, microarray analysis of wild-type *Arabidopsis* and the *vte2* mutant was used to investigate the effects of tocopherol deficiency on global gene expression at both permissive and LT conditions. While multiple studies have investigated transcriptome responses to vitamin E deficiency in animals (Barella et al., 2004; Rota et al., 2004, 2005; Nell et al., 2007; Oommen et al., 2007), no global gene expression profile of the effect of tocopherols in photosynthetic tissues has hitherto been undertaken in plants. Although almost no changes were observed in genome wide transcription between wild type and *vte2* under permissive conditions, 77 genes were identified as being differentially expressed in *vte2* compared to wild type in response to LT-treatment. Attempts to genetically suppress transfer cell callose deposition by introducing mutations for two *GLUCAN SYNTHASE LIKE* (*GSL*) genes, whose expression was strongly induced in LT treated *vte2*, or a mutation in *GSL5*, previously shown to be the primary GSL responsible for callose deposition in response to pathogen ingress, demonstrated that GSL5 is responsible for the majority of the LT-induced vasculature callose deposition in *vte2*. However, genetic elimination of this GSL5-dependent callose deposition showed that it is not the direct cause of the LT-induced photoassimilate export phenotype of *vte2*.

## Materials and methods

### Plant materials and growth conditions

Arabidopsis plants were grown and treated at LT as described previously (Maeda et al., 2008). Briefly, seed were stratified for 4–7 days (4°C), planted in an equal mixture of vermiculite, perlite, and soil with 1 × Hoagland solution, and grown under permissive conditions: 12 h, 120 μmol photon m^−2^ s^−1^ light at 22°C/12 h darkness at 18°C and 70% relative humidity. Plants were watered every other day and with a half strength Hoagland solution once a week. For LT treatments, 4-week-old plants were transferred at the beginning of the light cycle to 12 h, 120 μmol photon m^−2^ s^−1^ light/12 h darkness at 7°C. For microarray analysis, the 9–11th oldest rosetta leaves from three independent plants were harvested together into a tube filled with liquid nitrogen 1 h into the light cycle after 48 and 120 h of LT-treatment or without LT-treatment (referred to as 0 h LT treatment).

### RNA extraction, labeling, and hybridization for microarray

Total RNA was extracted using the RNAqueous RNA extraction kit and the Plant RNA Isolation Aid (Ambion) according to the manufacturer's instructions. Labeling and hybridization of RNA were conducted using standard Affymetrix protocols by the Michigan State University DNA Microarray Facility. ATH1 Arabidopsis GeneChips (Affymetrix, Santa Clara, CA) were used for measuring changes in gene expression levels. Total RNA was converted into cDNA, which was in turn used to synthesize biotinylated cRNA. The cRNA was fragmented into smaller pieces and then was hybridized to the GeneChips. After hybridization, the chips were automatically washed and stained with streptavidin phycoerythrin using a fluidics station. The chips were scanned by the GeneArray scanner at 570 nm emission and 488 nm excitation.

### Microarray data evaluation and preprocessing

Raw chip data were analyzed with R software (version 2.9, http://www.r-project.org/). Because of various problems associated with mismatch (MM) probes (Bolstad et al., 2003; Irizarry et al., 2003), only perfect match (PM) probe intensities were used. To assess data quality, the AffyRNAdeg and QCReport functions in the simpleaffy package were used to generate the RNA degradation (Supplemental Figure S1) and quality control (QC) plots (Supplemental Figure S2) for all 18 chips. The Boxplot tool included in the affy and simpleaffy packages were used to investigate the data distribution of the 18 chips (Supplemental Figure S3). RMA function as implemented in the affy package was used for background adjustment, normalization and summarization. A cluster dendrogram (Figure 1) was generated by applying hclust function using average linkage clustering of Euclidean distance based on the normalized expression values from 18 chips.

**Figure 1:**
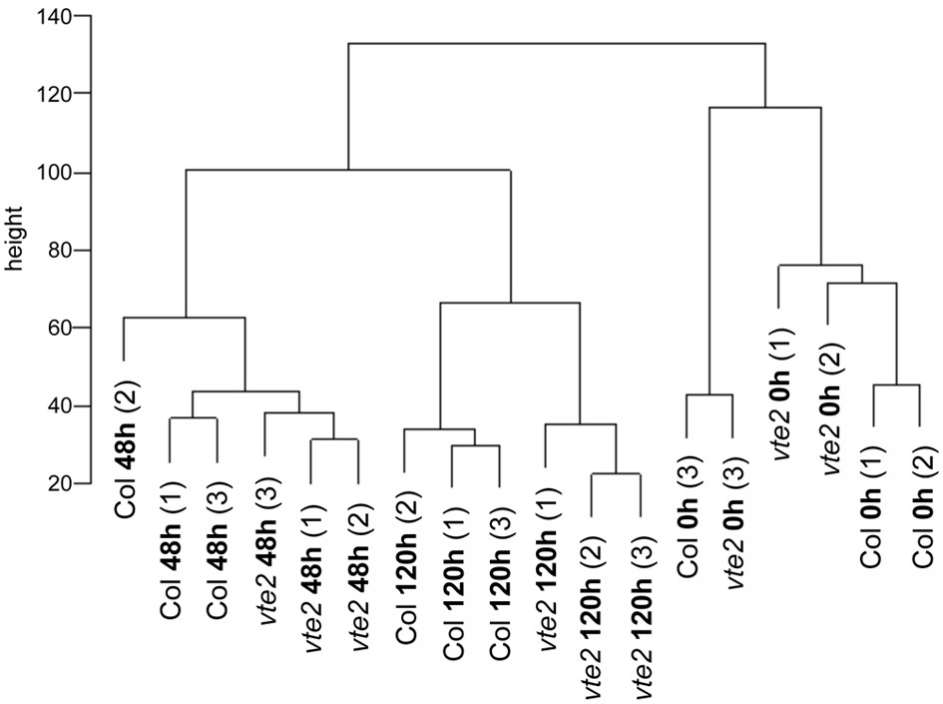
**A cluster dendrogram of a correlation matrix for all-against-all chip comparisons**. The scale on the vertical bar “height” indicates Manhattan distance. The numbers (1) to (3) indicate three independent biological replications for treatments and genotypes. The samples cluster by different genotypes (Col and *vte2*) after LT treatment (48 and 120 h).

### Statistical analyses for differentially expressed genes

Signal intensity data were analyzed with the use of a linear statistical model and an empirical Bayes method in the LIMMA package implemented in Bioconductor of R software (Smyth, 2005) to identify genes differentially expressed between genotypes at different time points of LT treatment. The *p*-values were adjusted for multiple testing with the Benjamini and Hochberg method to control the false discovery rate (Benjamini and Hochberg, 1995). Genes with adjusted *p*-values < 0.05 were considered significant. A heat map of the 77 significantly different genes in *vte2* at 48 h of LT treatment was generated using the average linkage clustering of Euclidean distance based on the normalized average expression values for each genotype and timepoint.

The 49 genes that were significantly induced in 48 h LT-treated *vte2* relative to wild-type (Col) plants (Table 1) were also examined using the Meta-Analyzer feature of GENEVESTIGATOR (Zimmermann et al., 2004) to assess their responses to various conditions or treatments. The gene expression responses were calculated as ratios between a given treatment and its negative control with the resulting values reflecting up- or down-regulation of genes by a treatment. Twelve different stress conditions were chosen: Biotic stress treatments with *Botrytis cinerea* (6 treatment chips + 6 control chips), *Pseudomonas syringae* (3 + 3), and *Myzus persicae* (3 + 3). Chemical stress treatments were hydrogen peroxide (H_2_O_2_) (3 + 2) and ozone (3 + 3). Hormone stress treatments were with abcisic acid (ABA, 2 + 2), ethylene (3 + 3), indole acidic acid (IAA, 3 + 3), and zeatin (3 + 3). Abiotic stress treatments were cold (3 + 3), drought (3 + 1), and heat (2 + 2). All experiments selected from GENEVESTIGATOR utilized mature leaves except for the hormone treatment data sets (ethylene, IAA, and zeatin) that were performed on seedlings. In addition, to compare the transcriptional responses to tocopherol deficiency in seedlings and mature plants (Table 3), microarray data for 0-day and 3-day-old seedlings of Col and *vte2* (three biological replicates for each treatment and genotype, see Sattler et al., 2006) were subjected to the same procedure of preprocessing and statistical analysis as described above for *vte2* plants under LT treatment.

**Table 1:** **The 49 genes significantly upregulated in *vte2* relative to Col at 48 h of LT treatment**.

**AGI number**	**M^a^**	**adj-P.value^b^**	**B^c^**	**Annotated gene function^d^**
At1g26450	2.62	0.00	11.64	Beta-1,3-glucanase-related
At4g23410	1.53	0.00	10.08	Senescence-associated family protein
At1g68290	2.39	0.00	7.97	Bifunctional nuclease, putative
At5g22860	1.38	0.00	7.04	Serine carboxypeptidase S28 family protein
At3g14570	1.85	0.00	6.88	Glycosyl transferase family 48 protein (glucan synthase like 4, GSL4)
At1g59500	1.58	0.00	6.79	Auxin-responsive GH3 family protein
At3g17690	1.80	0.00	6.74	Cyclic nucleotide-binding transporter 2/CNBT2
At1g74590	1.50	0.00	6.31	Glutathione S-transferase, putative
At4g20320	1.08	0.00	5.80	CTP synthase, putative/UTP-ammonia ligase, putative
At3g22910	1.82	0.00	5.65	Ca-transporting ATPase, plasma membrane-type, putative (ACA13)
At5g13080	1.88	0.00	5.51	WRKY family transcription factor (WRKY75)
At5g47920	1.06	0.00	5.13	Expressed protein
At1g68620	2.08	0.00	4.95	Expressed protein
At1g65500	2.13	0.00	4.84	Expressed protein
At1g76640	2.52	0.00	4.54	Calmodulin-related protein, putative
At2g26020	2.01	0.00	4.40	Plant defensin-fusion protein, putative (PDF1.2b)
At1g74055	1.00	0.00	4.18	Expressed protein
At1g30370	1.60	0.01	3.80	Lipase class 3 family protein
At5g13880	1.45	0.01	3.60	Expressed protein
At3g49130	0.94	0.01	3.16	Hypothetical protein
At5g46590	1.31	0.01	3.09	No apical meristem (NAM) family protein
At3g21780	0.91	0.01	3.09	UDP-glucosyl transferase family protein
At1g17180	1.21	0.02	2.82	Glutathione S-transferase, putative
At1g65610	1.33	0.02	2.70	Endo−1,4-beta-glucanase, putative/cellulase, putative
At3g53600	0.70	0.02	2.39	Zinc finger (C2H2 type) family protein
At5g13170	1.01	0.02	2.37	Nodulin MtN3 family protein
At5g46350	1.02	0.02	2.34	WRKY family transcription factor (WRKY8)
At5g09470	0.93	0.02	2.26	Mitochondrial substrate carrier family protein
At4g35730	1.24	0.02	2.23	Expressed protein
At2g29090	1.07	0.03	2.15	Cytochrome P450 family protein
At2g30550	0.70	0.03	2.08	Lipase class 3 family protein
At4g38420	1.58	0.03	2.02	Multi-copper oxidase type I family protein
At4g27260	0.76	0.03	1.98	Auxin-responsive GH3 family protein
At3g59100	1.04	0.03	1.81	Glycosyl transferase family 48 protein (glucan synthase like 11, GSL11)
At4g19460	0.80	0.03	1.80	Glycosyl transferase family 1 protein
At3g09270	2.07	0.03	1.73	Glutathione S-transferase, putative
At5g22570	1.18	0.03	1.72	WRKY family transcription factor (WRKY38)
At1g32350	1.45	0.04	1.64	Alternative oxidase, putative
At5g17330	0.74	0.04	1.54	Glutamate decarboxylase 1 (GAD 1)
At4g28550	1.05	0.04	1.43	RabGAP/TBC domain-containing protein
At5g65600	1.27	0.04	1.38	Legume lectin family protein/protein kinase family protein
At4g36430	0.79	0.04	1.37	Peroxidase, putative
At5g04080	0.63	0.04	1.32	Expressed protein
At5g64905	1.78	0.04	1.25	Expressed protein
At5g66920	1.09	0.04	1.24	Multi-copper oxidase type I family protein
At5g63970	0.97	0.05	1.20	Copine-related
At2g23270	0.95	0.05	1.20	Expressed protein
At1g19250	0.86	0.05	1.10	Flavin-containing monooxygenase family protein
At5g67080	1.69	0.05	1.08	Protein kinase family protein

a M-value (M) is the value of the contrast and represents a log_2_ fold change between 48 h-LT-treated vte2 and Col.

b adj-P.value is the p-value adjusted for multiple testing with Benjamini and Hochberg's method to control the false discovery rate.

c B-statistic (B) is the log-odds that the gene is differentially expressed.

d Annotation was obtained from the Gene Ontology of The Arabidopsis Information Resources.

### Generation of mutant genotypes

The following *gsl* mutant lines were obtained from the Arabidopsis Biological Resource Center at Ohio State University: SALK_000507 for *GSL4* (with a T-DNA insert in exon 34 of At3g14570), *gsl5-1/pmr4-1* for *GSL5* (with a non-sense mutation in exon 2 of At4g03550), and SALK_019534 for *GSL11* (with a T-DNA insert in exon 15 of At3g59100). Homozygous mutant lines for *gsl5-1* were identified by PCR using CAPs genotyping primers (Nishimura et al., 2003). Homozygous mutants for *gsl4* and *gsl11* were identified by PCR using gene specific primers; 5′ - TTGCCTGAGAGGATTAGCAAG −3′ (forward) and 5′ -TTGAAGGATACAAGGACGTGG −3′ (reverse) for *gsl4* and 5′ -TCACACCTTCATTCCCTGTTC −3′ (forward) and 5′-GTTCCTGTGTAAGGCCTCATG −3′ (reverse) for *gsl11*. The double homozygous mutant genotypes *vte2 gsl4, vte2 gsl5*, and *vte2 gsl11* were obtained by HPLC analysis for tocopherol deficiency (Collakova and DellaPenna, 2001) and the above mentioned PCR-based genotyping for *gsl* homozygosity. *vte2* homozygosity was also confirmed by a CAPs marker developed for the *vte2-1* point mutation (Maeda et al., 2006). Plants of Col, *vte2*, the single mutants of *gsl4, gsl5, gsl11*, and the three double mutants were grown for 4 weeks at permissive conditions and then transferred to LT conditions for the time periods, indicated in each figure legend for evaluation of different LT-induced phenotypes. Optimal time points were chosen based on our previous time-course analysis of the appearance of different LT-induced *vte2* phenotypes (Maeda et al., 2006, 2008).

### ^14^C photoassimilate labeling and analysis of sugars

Analyses for leaf glucose, fructose, and sucrose levels were performed as previously described (Maeda et al., 2006). ^14^CO_2_ labeling of photoassimilate and measurement of phloem exudation were also carried out as described (Maeda et al., 2006) except that 10 mM EDTA was used for exudation buffer and 0.05 mCi of NaH^14^CO_3_ was used per labeling experiment. Phloem exudates were collected after 5 h of exudation.

### Fluorescence and transmission electron microscopy

Leaves were prepared for aniline blue fluorescence microscopy and staining and visualization were performed as described (Maeda et al., 2006) except that the gain adjustment of the camera was set to 2.0 for images in Figures 4B, 5A. Leaves were prepared for transmission electron microscopy and immunolocalization of β-1,3-glucan as described (Maeda et al., 2006).

## Results

### Tocopherol deficiency has little impact on global gene expression at permissive conditions

To identify changes in gene expression that might be specifically related to the absence of tocopherols, global transcript profiles were compared between *vte2* and Col plants grown under permissive conditions for 4 weeks, when they are physiologically and biochemically indistinguishable, and at two time points of LT treatment (48 and 120 h) selected based on our previous timecourse study of the physiological and biochemical changes of *vte2* and Col during LT treatment (Maeda et al., 2006). After 48 h of LT, vascular callose deposition is strongly induced and photoassimilate export capacity is significantly lower in *vte2* compared to Col, though the visible whole plant phenotypes and soluble sugar accumulation between the two genotypes do not differ (Maeda et al., 2006). The 120 h LT timepoint represents a relatively late response time point when soluble sugars are significantly higher and callose deposition is even more extensive and wide spread in *vte2* (Maeda et al., 2006). Thus the 48 h time point should allow identification of early responses to tocopherol deficiency that are distinct from later, pleiotropic responses resulting from the strongly elevated sugar levels in *vte2* after 120 h of LT. The 0 h time point represents the absence of LT treatment (see Materials and Methods) and serves as a critical treatment control.

The *vte2* LT experiment comprised 18 chips in a factorial design. 

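The values analysed here came from 18 Affymetrix ATH1 arrays of rosette leaves 9 to 11, each array holding RNA pooled from 3 plants, with 3 arrays for Col and 3 for vte2 at each of 0, 48 and 120 h of LT treatment (7°C). The authors deposited log2 values that the RMA method had background-adjusted, quantile-normalized and summarized for 22810 probe sets over all 18 arrays; these values were used as deposited, and their medians lay between 4.98 and 5.18 in all arrays. A linear model with a mean for each of the 6 groups was fitted to all 18 arrays with limma (12 residual degrees of freedom), and p-values were adjusted with the Benjamini and Hochberg method within each comparison at a threshold of 0.05. Gene names were taken from a probe table that gave a single gene for 13513 probe sets and several for 503, and that did not list 8794; 38 of the 77 genes of Tables 1 and 2 could be named in this way. VTE2 and the 12 GSL genes were not among the named genes and are not analysed here. The mutated gene was therefore not used to check the genotype labels. As labelled, the genotype difference at 120 h ran opposite to that at 48 h and to the 120 h columns of Figure 2, so arrays of this time point are named by their labels below, and no direction at 120 h is taken as settled. The number of arrays limits the precision; the replicates were described as independent biological samples.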

Three independent biological replicates were conducted for Col and *vte2* at each of the three time points, allowing rigorous statistical analysis of the data obtained. 

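The 12 LT-treated arrays formed 1 cluster with average linkage of Euclidean distances over all probe sets and 3 clusters, and the 6 arrays at 0 h were divided between the other two. Replicate 3 of Col and replicate 3 of vte2 at 0 h formed a cluster of their own. Arrays of the same group had correlations across probe sets of 0.983 to 0.994 for Col at 48 h, 0.993 to 0.996 for vte2 at 48 h, 0.995 to 0.998 for arrays labelled Col at 120 h and 0.995 to 0.996 for those labelled vte2, but of 0.937 to 0.991 for Col and 0.936 to 0.971 for vte2 at 0 h. The shifts of the replicate 3 arrays at 0 h from the other replicates of their genotype had a correlation of 0.791 across probe sets (probe sets are not independent replicates), and 1595 probe sets shifted by more than 2-fold in the same direction in both. At3g15450 was lower in replicate 3 by -7.15 (log2) in Col and -7.02 in vte2, and At5g42760 was higher by 6.06 and 6.60; both were chosen after their values were seen.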

When the relationship of chips was examined by a cluster dendrogram, three clusters consistent with the three time points of LT treatment were apparent (Figure 1). The 48 and 120 h LT-treated samples were more closely related to each other than to the 0 h data, suggesting that the effect of LT treatment was greater than effects due to genotypic differences.

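In the fit to all arrays, LT treatment changed 7368 probe sets in Col at 48 h. The genotype changed 77 at 48 h and 1490 at 120 h. With only the arrays compared, these were 5314, 150 and 5455, and with array weights 9814, 961 and 6035. The LT responses at 120 h were 6613, 5499 and 9669 in arrays labelled Col. In arrays labelled vte2 they were 5358, 3196 and 5581. By these counts, LT treatment changed more than the genotype at 48 h. At 120 h it did so with each of these fits in arrays labelled Col, but in those labelled vte2 the order depended on the fit. Counts of calls also depend on the spread used. By size, called or not, 3005 and 2386 probe sets changed over 2-fold with LT treatment at 120 h in arrays labelled Col and vte2. The genotype difference at 120 h was over 2-fold for 799. In Col, 3666 probe sets were higher and 3702 were lower at 48 h than at 0 h. Of 5 named genes of anthocyanin and flavonoid synthesis, 4 rose and none fell (4 higher when adjusted over the list alone), among them DFR, the dihydroflavonol reductase, by 5.32 (log2, standard error 0.28, adjusted p = 4.04e-09 from limma) and UF3GT by 4.45 (standard error 0.26, adjusted p = 1.09e-08 from limma). Of 7 named cold-response genes, 5 rose and none fell (5 higher when adjusted over the list alone), with COR15B, a chloroplast cold-acclimation protein, up by 4.55 (standard error 0.76) and COR27 by 2.23 (standard error 0.23). All 6 named photosystem subunits fell (6 lower when adjusted over the list alone), from At1g51400, a 5 kD protein of photosystem II, at -3.77 (standard error 0.15) to smaller changes such as PSAE-1 at -0.96 (standard error 0.09); 2 of the 6 stand in Table 2 and were chosen by the study on these samples. EXPA8, an expansin, fell by 3.94 (standard error 0.38). The camera test of limma gave an adjusted p of 7.23e-14 for the photosystem list, 1.73e-11 for the anthocyanin list and 0.0383 for the cold list, and with an estimated correlation adjusted p = 0.106, 0.106 and 0.349. Clustering joined the 48 h and 120 h arrays before either joined the 0 h arrays with each distance, linkage and filter tried. Without both replicate 3 arrays at 0 h, left out after seeing the data, 8827 probe sets changed. From the closer relation of the 48 and 120 h arrays, the paper proposes that the effect of LT treatment was greater than that of the genotype.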

To investigate if tocopherol deficiency leads to any transcriptional changes before LT treatment, the linear models for microarray data (limma) analysis (Smyth, 2005) was performed to detect differently expressed genes between *vte2* and Col at 0 h (see Materials and Methods). 

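At 0 h, 2 of the 22810 probe sets differed between vte2 and Col in limma, while 1947 had an unadjusted p under 0.05. At3g12710 was lower in vte2, at 4.68 ± 0.48 (SD, n = 3) against 6.09 ± 0.16 (SD, n = 3) in Col, a log2 fold change of -1.41 (standard error 0.20, adjusted p = 0.048 from limma). The other, a probe set with no gene name here, was higher in vte2 by 1.98 (log2, standard error 0.27, adjusted p = 0.048 from limma). All 3 vte2 arrays lay beyond all 3 Col arrays for both. Chance gives this order to 10% of probe sets, but both were chosen by the same difference, so it adds no support. Same-numbered arrays at 0 h deviated together, but so did replicates 1 and 2 of different number (correlations 0.462 and 0.496). The numbers thus set apart replicate 3 alone. With the replicate block within each time point, the adjusted p of At3g12710 from limma was 0.0654 at the same log2 fold change, within a range of 8.74e-05 to 1 over all alternatives. The fit with this block called 2 other probe sets. The call was also lost without replicate 1 or 2 of either genotype at 0 h, at log2 fold changes of -1.47 to -1.22 (adjusted p = 0.0646 to 0.313 from limma). At 48 h, the difference in At3g12710 was -0.27 (standard error 0.20, adjusted p = 0.999 from limma), and the probe set with no gene name was higher in vte2 by 0.46 (standard error 0.27, adjusted p = 0.999 from limma).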

With the exception of At2g18950, which encodes the mutated gene in the background (*VTE2/HPT*, Collakova and DellaPenna, 2003), no other statistically significant differences (at adjusted *p*-values of < 0.05) were observed. These data indicate that the lack of tocopherols *per se* has little impact on global gene expression in mature *vte2* plants under permissive conditions.

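None of the 38 named genes of Tables 1 and 2 passed the test at 0 h, and the largest difference among them was -0.60 (log2, standard error 0.17), for At3g11930, which encodes a universal stress protein. MSRB5, a methionine sulfoxide reductase, was at 8.72 ± 0.50 in Col and 8.32 ± 0.80 in vte2 (SD, n = 3 each), and At1g26450, related to beta-1,3-glucanases, at 3.84 ± 0.21 and 3.64 ± 0.08 (SD, n = 3 each). Of the 27 gene lists tested with camera, 2 were lower in vte2. For the calmodulin-like family (7 named genes), none passed alone (3 lower when adjusted over the list alone), the median log2 fold change was -0.48 and adjusted p = 0.00257, or adjusted p = 0.452 with an estimated correlation. For the list of expansins and xyloglucan endotransglucosylases (5 named genes, EXPA9 chosen by the study on these samples), none passed alone (2 lower when adjusted over the list alone), the median was -0.90 and adjusted p = 0.00433, or adjusted p = 0.452 with an estimated correlation. With the replicate block within each time point, both lists passed (camera adjusted p = 8.55e-04 and 2.69e-06), and so did the cold-response list (adjusted p = 0.00149) and the expansin family (adjusted p = 6.92e-04), all lower in vte2. The cold-response list and the expansin family did not pass without the block (adjusted p = 0.14 and 0.054 from camera, or 0.94 and 0.452 with an estimated correlation), and an estimated correlation was not tried with the block. The median SD between replicates was 0.242 at 0 h against 0.142 at 48 h. The number of calls depended on single arrays. Without Col replicate 3 limma called 349 probe sets, and 591 without vte2 replicate 3. Without either, chosen after seeing the data, it called 1042 (454 higher and 588 lower in vte2). It called 0 without Col replicate 1 or 2, 1 without vte2 replicate 1 and 9 without vte2 replicate 2. With 1 of the replicate 3 arrays left in, 349 and 591 may in part count the shift they share. With all arrays and the replicate block within each time point, 2 were called.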

### Identification of differentially expressed genes in 48 h-LT-treated *vte2* and Col

After 48 h at LT, 77 probe sets were found to be significantly different between *vte2* and Col: 49 genes were significantly induced (Table 1) and 28 were significantly repressed (Table 2) in *vte2* relative to Col. 

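At 48 h, 49 probe sets were higher and 28 were lower in vte2 than in Col, and 24 and 14 of them carried a gene name. The largest rise among named genes was in At1g26450, related to beta-1,3-glucanases, from 3.76 ± 0.11 in Col to 6.38 ± 0.27 in vte2 (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.17, adjusted p = 4.29e-06 from limma). It was followed by At1g76640, a calmodulin-related protein (2.52, standard error 0.35), At1g65500 (2.13, standard error 0.29), At1g68620 (2.08, standard error 0.28) and the plant defensin PDF1.2b (2.01, standard error 0.28). Among the falls were those of the methionine sulfoxide reductase MSRB5, the stress protein At3g11930 (-1.47, standard error 0.17), the expansin EXPA9 (-1.23, standard error 0.24) and the ribosomal protein At5g24490 (-1.22, standard error 0.22). Of 6 named photosystem subunits, 2 were lower, At1g51400 by -0.88 and PSB27 by -0.48, and none was higher (3 lower when adjusted over the list alone); both stand in Table 2 and were chosen by the study on these samples. The camera test of limma gave this list an adjusted p of 1.51e-09, and adjusted p = 0.132 with an estimated correlation. All 77 probe sets had non-overlapping arrays. Chance gives this order to 10% of probe sets, but calls were chosen by the same difference, so it adds no support. Leaving out a single array gave between 32 calls (without vte2 48 h replicate 3) and 146 (without Col 48 h replicate 3). It gave 37 and 38 without Col replicates 1 and 2 and 35 without either vte2 replicate 1 or vte2 replicate 2. The excess of higher probe sets depended on the fit. With the replicate block within each time point, 78 were higher and 80 lower, and 58 and 92 in a fit of the 48 h arrays alone. With array weights, 437 were higher and 524 lower. The remaining settings kept the excess, such as cyclic loess with 41 and 27.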

The expression patterns of these 77 genes across all time points are visualized in the gene tree in Figure 2. As discussed above, before LT treatment (0 h) expression levels of all genes are very similar between Col and *vte2* and changed differently between genotypes after LT treatment. 

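The genes of Tables 1 and 2 were chosen by the study on these samples, so their differences at 48 h are not independent evidence. The change from 0 to 48 h differed between the genotypes for 12 probe sets, 11 of them with the higher change in vte2, and 8 of the 38 named genes were among these. Leaving out a single array gave 6 to 311 calls, with 311 and 191 without Col and vte2 replicate 3 at 0 h. With 1 of these 2 arrays left in, the calls may in part count the shift they share. There were 45 calls without Col replicate 3 at 48 h and 6 without vte2 replicate 3 at 48 h. There were 7 without Col replicate 1 at 0 h, Col replicate 1 at 48 h or vte2 replicate 2 at 48 h. Among the named genes At1g26450 led, with a difference of 2.83 (log2, standard error 0.24, adjusted p = 1.75e-04 from limma), followed by At5g13880 (1.88, standard error 0.31), the tetraspanin TET5 (1.61, standard error 0.17) and At1g74055 (1.51, standard error 0.20); the pectate lyase At1g04680 had a difference of -1.07 (standard error 0.13, adjusted p = 0.00481 from limma). At 120 h, 24 of the 38 named genes differed between the genotypes. All 13 of these from Table 1 were lower and all 11 from Table 2 were higher in arrays labelled vte2, which is opposite to Figure 2. At1g26450 was at 6.64 ± 0.37 in arrays labelled Col and 3.55 ± 0.03 in those labelled vte2 (SD, n = 3 each), and MSRB5 at 5.95 ± 0.05 and 8.91 ± 0.15 (SD, n = 3 each). Without either replicate 3 array at 0 h, a choice made after seeing the data, 763 probe sets differed in their change from 0 to 48 h. With all arrays and the replicate block within each time point, 25 differed, 16 with the higher and 9 with the lower change in vte2. Of the 12 probe sets that differed without the block, 10 were among these.

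**Figure D1:**
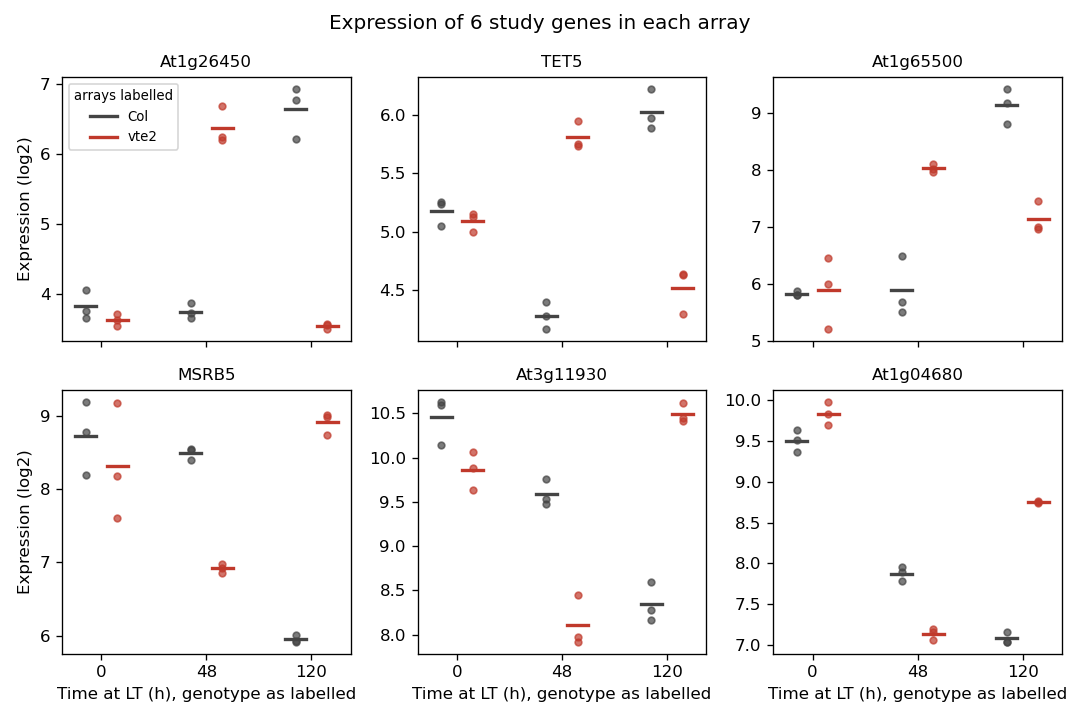
Expression (log2) of 6 genes of Tables 1 and 2 in each of the 18 arrays at 0, 48 and 120 h of LT treatment. All 6 differed between the genotypes at 120 h, as did 24 of the 38 named genes. The others are not shown, such as At1g76640, with a log2 fold change of 0.06 at 120 h (adjusted p = 0.981 from limma). Points are arrays, bars are group means, and colours give the genotype as labelled; for At1g26450 the arrays labelled vte2 lie above those labelled Col at 48 h (means 6.38 and 3.76) and below them at 120 h (3.55 and 6.64).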

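Average linkage of the 6 group means of the 77 probe sets, divided into 4 groups, gave a group of 44 probe sets with the lowest values at 0 h, all of them higher in vte2 at 48 h. Their mean was 4.16 in Col and 4.09 in vte2 at 0 h, and 4.56 in Col and 5.90 in vte2 at 48 h. The group held DLAH, a lipase, GSTU25, a glutathione transferase, and At4g36430, a peroxidase, as well as TET5, SAG29 and WES1. In Col from 0 to 48 h, 5 of the 24 named genes of Table 1 rose and 6 fell in limma, with a median change of -0.03 (log2); in vte2, 23 rose and none fell, with a median of 1.22. At 120 h, 12 of the 24 were higher and 1 was lower than at 0 h in arrays labelled Col, and 2 were higher and 2 lower in arrays labelled vte2. At 48 h, At4g28550 rose in Col by 1.56 (standard error 0.20) and in vte2 by 2.61 (standard error 0.20), and At4g35730 rose by 1.36 (standard error 0.22) and 2.54 (standard error 0.22). At 120 h, the mean of the group was 4.91 in arrays labelled Col and 4.03 in arrays labelled vte2.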

Group I contains 43 genes whose expression is generally low at 0 h and induced in both Col and *vte2* after LT treatment, with induction in *vte2* being stronger and more persistent. Group II contains 17 genes whose expression is somewhat high at 0 h and then more strongly induced or repressed in *vte2* after LT treatment compared to Col. 

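The group next in level at 0 h held 13 probe sets, with a mean of 6.42 in Col and 6.17 in vte2 at 0 h; 5 of them were higher and 8 were lower in vte2 at 48 h. Its named members were PDF1.2b, At1g65500, EXPA9 and the germin-like protein At3g10080. EXPA9 rose in Col by 2.53 from 0 to 48 h (log2, standard error 0.24, adjusted p = 9.72e-07 from limma) and in vte2 by 1.80 (standard error 0.24, adjusted p = 2.42e-05 from limma), and the difference between these changes was -0.73 (standard error 0.34, adjusted p = 0.671 from limma). At3g10080 fell in Col by 0.68 (standard error 0.11) and in vte2 by 1.23 (standard error 0.11). PDF1.2b changed in Col by -0.33 (standard error 0.28, adjusted p = 0.417 from limma) and rose in vte2 by 1.10 (standard error 0.28, adjusted p = 0.00662 from limma).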

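The groups of higher level at 0 h held 14 and 6 probe sets, all of them lower in vte2 than in Col at 48 h. The group of 14, with MSRB5, At3g11930, the peptide RALFL34 and the pectate lyase At1g04680, had a mean of 9.41 in Col and 9.17 in vte2 at 0 h, and of 8.42 and 7.32 at 48 h. The group of 6, with the light-harvesting protein LHCB4.2, the photosystem II proteins PSB27 and At1g51400, and GSTU20, went from 12.29 in Col and 12.19 in vte2 to 10.61 and 9.80. LHCB4.2 fell by 2.87 (log2, standard error 0.15) in Col and by 3.67 (standard error 0.15) in vte2 from 0 to 48 h, and the difference between these changes was -0.79 (standard error 0.21, adjusted p = 0.323 from limma). GSTU20 rose in Col by 1.14 (standard error 0.20, adjusted p = 4.84e-04 from limma). Of the 14 named genes of Table 2, 9 fell and 2 rose in Col, and 12 fell and 1 rose in vte2, with median changes of -0.77 and -1.52. At 120 h, the group means were 7.52 and 10.76 in arrays labelled Col and 9.10 and 11.61 in arrays labelled vte2, and of the 14 named genes 12 were lower and 1 was higher than at 0 h in arrays labelled Col, and 5 were lower and 4 higher in arrays labelled vte2.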

Group III (12 genes) and IV (5 genes) are expressed at moderately and very high levels at 0 h, respectively, and both repressed at LT more strongly and persistently in *vte2* than Col. 

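From 0 to 48 h, the means of 21 of the 77 probe sets moved in opposite directions in Col and vte2, 17 of them higher and 4 lower in vte2 at 48 h. The named ones were At1g26450, TET5, SAG29, WES1, PDF1.2b, the zinc finger protein At3g53600, the peroxidase At4g36430, At1g74055, At3g49130, At5g04080, At5g13880, At5g47920 and At5g44720, the last of which was lower in vte2. Both changes passed the test in limma for 6 probe sets, including TET5, with -0.90 in Col (standard error 0.12, adjusted p = 3e-05) and 0.72 in vte2 (standard error 0.12, adjusted p = 2.07e-04 from limma), and WES1, an auxin-responsive GH3 protein, with -0.52 (standard error 0.14) and 0.78 (standard error 0.14). The change in Col did not pass the test for At1g26450 (-0.08, standard error 0.17), SAG29 (-0.34, standard error 0.17) or At5g44720 (0.13, standard error 0.17). The difference between the genotypes' changes passed the test for 8 of the 21, among them At1g26450, TET5, WES1, At1g74055, At5g13880 and At5g47920.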

Several genes in groups I, II, and III show opposite expression patterns in *vte2* and Col from 0 to 48 h of LT treatment (highlighted in red for induced or blue for repressed in *vte2* relative to Col, respectively) and are particularly interesting as they represent potential “marker genes” that are specifically impacted by tocopherol deficiency at LT.

**Table 2:** **The 28 genes significantly downregulated in *vte2* relative to Col at 48 h of LT treatment**.

**AGI number**	**M^a^**	**adj-P.value^b^**	**B^c^**	**Annotated gene function^d^**
At2g18950	−2.36	0.00	7.93	HPT: tocopherol phytyltransferase
At5g14740	−0.77	0.00	6.32	Carbonate dehydratase 2 (CA2) (CA18)
At3g11930	−1.47	0.00	6.10	Universal stress protein (USP) family protein
At2g36830	−1.01	0.00	5.94	Major intrinsic family protein/MIP family protein
At1g04680	−0.74	0.00	5.41	Pectate lyase family protein
At1g76800	−1.43	0.00	5.36	Nodulin, putative
At4g08300	−2.98	0.00	4.58	Nodulin MtN21 family protein
At2g22330	−1.67	0.00	4.44	Cytochrome P450, putative
At3g10080	−0.72	0.01	3.86	Germin-like protein, putative
At5g44720	−1.05	0.02	2.89	Molybdenum cofactor sulfurase family protein
At5g23020	−3.81	0.02	2.88	2-isopropylmalate synthase 2 (IMS2)
At3g47470	−0.84	0.02	2.77	Chlorophyll A-B binding protein 4, chloroplast/LHCI type III CAB-4 (CAB4)
At1g51400	−0.88	0.02	2.61	Photosystem II 5 kD protein
At4g08290	−1.22	0.02	2.56	Nodulin MtN21 family protein
At1g21440	−1.17	0.03	2.18	Mutase family protein
At1g01620	−0.83	0.03	2.02	Plasma membrane intrinsic protein 1C (PIP1C)/aquaporin PIP1.3 (PIP1.3)/transmembrane protein B (TMPB)
At3g08940	−0.82	0.03	1.95	Chlorophyll A-B binding protein (LHCB4.2)
At5g24490	−1.22	0.03	1.91	30S ribosomal protein, putative
At4g04830	−1.57	0.04	1.58	Methionine sulfoxide reductase domain-containing protein
At2g37460	−1.93	0.04	1.54	Nodulin MtN21 family protein
At4g04040	−0.69	0.04	1.44	Pyrophosphate–fructose-6-phosphate 1-phosphotransferase beta subunit, putative
At1g31180	−0.85	0.04	1.41	3-isopropylmalate dehydrogenase, chloroplast, putative
At1g78370	−1.07	0.04	1.40	Glutathione S-transferase, putative
At5g02260	−1.23	0.04	1.38	Expansin, putative (EXP9)
At5g67070	−0.51	0.04	1.28	Rapid alkalinization factor (RALF) family protein
At1g13280	−0.94	0.04	1.26	Allene oxide cyclase family protein
At3g09580	−0.73	0.05	1.08	Amine oxidase family protein
At1g03600	−0.48	0.05	1.08	Photosystem II family protein

a M-value (M) is the value of the contrast and represents a log_2_ fold change between 48 h-LT-treated vte2 and Col.

b adj-P.value is the p-value adjusted for multiple testing with Benjamini and Hochberg's method to control the false discovery rate.

c B-statistic (B) is the log-odds that the gene is differentially expressed.

d Annotation was obtained from the Gene Ontology of The Arabidopsis Information Resources.

**Figure 2:**
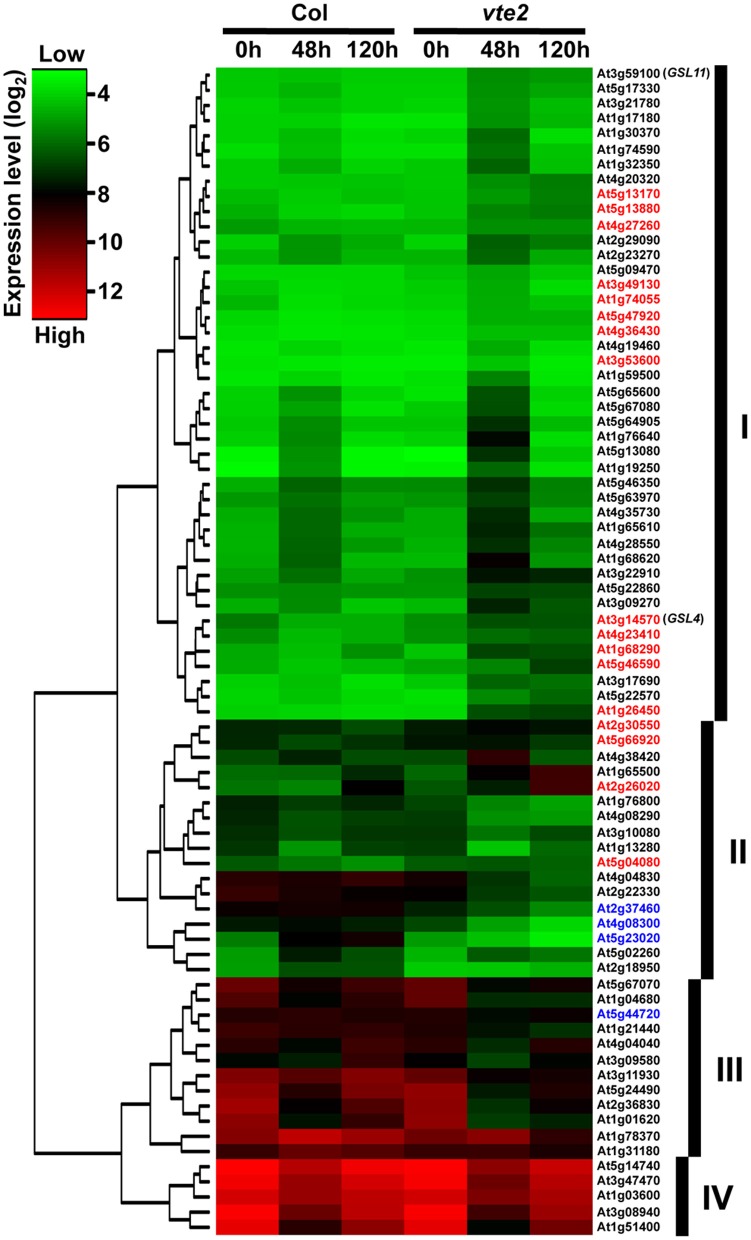
**A gene tree of the 77 genes significantly altered in 48 h-LT-treated *vte2* relative to Col (adjusted *p*-value < 0.05)**. The color bar represents expression levels (log_2_), with green to red being low to high expression. The groups (labeled as I, II, III, and IV) were based on general expression patterns across Col and *vte2* at three time points of LT treatment. Genes showing opposite directions of expression from 0 to 48 h of LT treatment in Col and *vte2* are highlighted in red (induced in *vte2*) or blue (repressed in *vte2*). See text for additional details.

Among the 49 induced genes at 48 h (Table 1), 6 are annotated as glycosyl transferases (At3g14570, At3g59100, At4g19460), UDP-glucosyl transferase (At3g21780), or glucanases (At1g26450, At1g65610). These genes are likely involved in aspects of cell wall modification, consistent with the major modifications to cell wall structure in phloem parenchyma cells of LT-treated *vte2* (Maeda et al., 2006, 2008). 

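Of the 6 genes annotated with glycosyl transferase or glucanase functions, 3 could be named here, and all 3 were higher in vte2 at 48 h. At4g19460, a family 1 glycosyl transferase, was at 3.77 ± 0.26 in Col and 4.57 ± 0.17 in vte2 (SD, n = 3 each), a log2 fold change of 0.80 (standard error 0.15, adjusted p = 0.0323 from limma). UGT71B6 (At3g21780), a UDP-glucosyl transferase, was at 4.08 ± 0.27 and 4.99 ± 0.17 (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.15, adjusted p = 0.013 from limma). The call for UGT71B6 was lost without Col replicate 2, vte2 replicate 1 or vte2 replicate 2 at 48 h, at log2 fold changes of 0.77 to 0.87 (adjusted p = 0.0668, 0.0873 and 0.0916 from limma; 4.69e-04 to 0.0916 over all alternatives), and that for At4g19460 without any 48 h array other than Col replicate 3, at 0.69 to 0.90 (adjusted p = 0.0538 to 0.196 from limma; 1.22e-04 to 0.196 over all alternatives). Of 47 named members of the UGT family, UGT71B6, chosen by the study on these samples, was the only one past the threshold (4 higher and none lower when adjusted over the list alone); the camera test of limma gave adjusted p = 0.0494, and adjusted p = 0.232 with an estimated correlation. Of 9 named xyloglucan endotransglucosylases, none passed the test alone (1 higher when adjusted over the list alone), and XTH19 had a log2 fold change of 1.87 (standard error 0.73, adjusted p = 0.652 from limma). This list had a median of 0.56, a camera adjusted p of 0.00401 and adjusted p = 0.232 with an estimated correlation. These family lists were drawn up from gene symbols before any test, but after Tables 1 and 2 had been seen. GSL4, GSL11 and At1g65610 are not analysed here.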

Notably, LT treatment induced significant, albeit low, expression of two putative callose synthase genes, *GSL4* (At3g14570) and *GSL11* (At3g59100) in *vte2* (Table 1). These genes are two members of the 12 member *GSL* callose synthase gene family in Arabidopsis and may contribute to the substantial callose deposition in transfer cells of LT-treated *vte2*. Other notable upregulated genes in LT-treated *vte2* are involved in stress and senescence responses, various signaling pathways, and transcriptional regulation, including WRKY (At5g13080, At5g46350, At5g22570), NAM (At5g46590), and zinc finger (C_2_H_2_ type, At3g53600) transcription factors (Table 1).

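Of the transcription factors listed, At3g53600, a C2H2 zinc finger protein, could be named here: it was at 3.38 ± 0.14 in Col and 4.08 ± 0.14 in vte2 at 48 h (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.0227 from limma). Of 6 named WRKY genes, none of them in Table 1, none passed the test (2 higher when adjusted over the list alone). WRKY53 had a log2 fold change of 1.24 (standard error 0.35, adjusted p = 0.271 from limma) and WRKY6 of 1.05 (standard error 0.26, adjusted p = 0.147 from limma). The camera test of limma gave the family an adjusted p of 0.0227, and adjusted p = 0.232 with an estimated correlation. Of 15 named tetraspanins, TET5, annotated as senescence-associated, rose alone by 1.53 (standard error 0.12, adjusted p = 2.71e-05 from limma; 2 higher when adjusted over the list alone), with a camera adjusted p of 4.33e-04 for the family and adjusted p = 0.232 with an estimated correlation; TET5 was chosen by the study on these samples. SAG29, a senescence-associated nodulin MtN3 family protein chosen by the study on these samples, rose by 1.01 (standard error 0.17, adjusted p = 0.0228 from limma) and was the only one of 13 named sugar transport genes past the threshold (1 higher when adjusted over the list alone). Of 7 named calmodulin-like genes, none passed the test (none when adjusted over the list alone; At1g76640, a calmodulin-related protein that rose, carries no such symbol and is not in the list), with a camera adjusted p of 0.00936 and adjusted p = 0.312 with an estimated correlation.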

The most significantly repressed gene in *vte2* at 48 h LT (Table 2) was *VTE2/HPT* (At2g18950, Collakova and DellaPenna, 2003), the locus mutated in the *vte2* background. 

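MSRB5 (At4g04830), a methionine sulfoxide reductase, was at 8.49 ± 0.08 in Col and 6.92 ± 0.06 in vte2 at 48 h (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.30, adjusted p = 0.0385 from limma). Every vte2 array lay below every Col array, but the spread used by the test was that of all 18 arrays, and MSRB5 varied more at 0 h. Its change from 0 to 48 h was -0.23 in Col (standard error 0.30, adjusted p = 0.606 from limma) and -1.40 in vte2 (standard error 0.30, adjusted p = 0.00157 from limma), and the difference between these was -1.17 (standard error 0.42, adjusted p = 0.527 from limma). Other genes of Table 2 that were lower in vte2 at 48 h included the mutase family protein At1g21440, by -1.17 (standard error 0.21), and At5g44720, by -1.05 (standard error 0.17). The call for MSRB5 was lost without any single array at 48 h, with adjusted p-values from limma between 0.0764 and 0.178 at log2 fold changes between -1.61 and -1.54, against 1.25e-05 to 0.178 over all alternatives. The nodulin genes of Table 2 are not analysed here.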

Other downregulated genes of interest include a methionine sulfoxide reductase (At4g04830, EC 1.8.4.6), one member of a small gene family encoding enzymes that reduce oxidized methionine residues of proteins, and four genes encoding nodulin drug/metabolite transporters (Table 2). Nodulins are involved in nodulation of legume roots during symbiosis with *Rhizobia*, a process where extensive metabolite transport across peribacteroid membranes is required (Vandewiel et al., 1990; Hohnjec et al., 2009). Repression of these nodulins might be related to altered carbohydrate transport in LT-treated *vte2*.

### The 49 genes induced in *vte2* are not upregulated by abiotic stress *per se*

To investigate whether the 49 genes induced in LT-treated *vte2* are part of a general stress response their expression patterns under diverse abiotic and biotic stress conditions were examined using publically available Arabidopsis microarray data (Figure 3). Approximately half of the 49 genes induced in LT-treated *vte2* were also strongly and specifically upregulated by biotic treatments including the necrotrophic fungus *Botrytis cinerea* and pathogenic leaf bacterium *Pseudomonas syringae* but not the phloem-feeding aphid *Myzus persicae.* Interestingly, many of the genes that were upregulated by pathogen treatments were also induced by ozone treatment (Figure 3). These include most of the transcription factors (WRKY, NAM, and zinc finger family proteins) and some of the stress- and signaling-related genes (Glutathione S-transferases: At1g74590, At1g17180, At3g09270; auxin-responsive GH3 family proteins: At1g59500, At4g27260) induced in LT-treated *vte2*. In contrast, very few genes induced in LT-treated *vte2* overlapped with genes responsive to abiotic stress conditions including heat, drought, and cold treatments or hormone treatments such as zeatin, IAA, ethylene, or ABA (Figure 3). These results suggest that the 49 genes with induced expression in LT-treated *vte2* are due to tocopherol deficiency rather than a general response to cold or other abiotic stresses.

**Figure 3:**
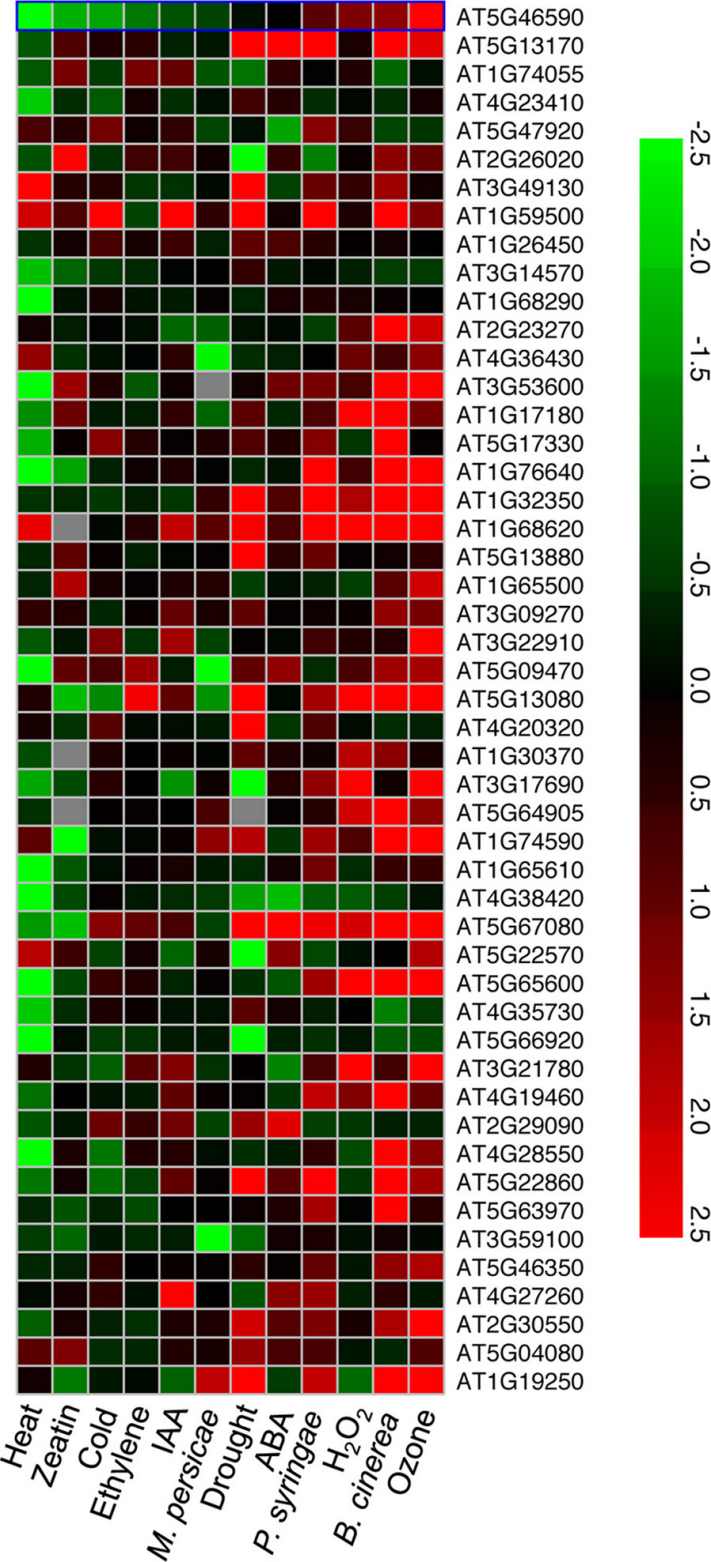
**A heat map of expression patterns for the 49 upregulated genes in 48 h LT-treated *vte2* under other stress conditions**. Genes (AGI number) significantly induced in 48 h LT-treated *vte2* relative to Col plants were examined using the Meta-Analyzer feature of GENEVESTIGATOR to assess their responses to various stress conditions or treatments. The conditions and treatments shown were selected from GENEVESTIGATOR to represent a range of biotic, abiotic, and major hormone treatments and are sorted by increasing ratios from the left to the right. The color bar represents expression levels (log_2_) relative to each corresponding negative control in GENEVESTIGATOR.

A prior study showed that the transcriptome of germinating *vte2* seedlings (at permissive conditions) is substantially influenced by elevated non-enzymatic lipid peroxidation occurring in the mutant at this developmental stage (Sattler et al., 2006). To compare transcriptional responses of LT-treated *vte2* with those of 3-day-old *vte2* seedlings, our preprocessing and statistical analysis approach was applied to germinating Col and *vte2* seedling microarray datasets. Out of 744 genes identified as significantly different (adjusted *p* < 0.05) in 3-day-old *vte2* seedlings relative to 3-day-old Col, only 12 were in common with the 77 significant altered genes in 48 h-LT-treated *vte2* (Table 3). These results suggest that the majority of the transcriptional response of LT-treated *vte2* plants is largely distinct from that of *vte2* seedlings.

**Table 3:** **The 12 genes that are common between the 77 significantly different genes in 48 h-LT-treated *vte2* plant and 744 significantly different genes in 3-d-old *vte2* seedling**.

**AGI number**	**48 h-LT-treated *vte2* plant**		**3-day-old *vte2* seedling**		**Gene title^c^**	**GO molecular function^c^**	**GO cellular component^c^**
	**M^a^**	**adj-P.value^b^**	**M^a^**	**adj-P.value^b^**			
At1g68290	2.39	0.00	2.01	0.00	Bifunctional nuclease, putative	Nucleic acid binding/endonuclease activity	Endomembrane system
At1g65500	2.13	0.00	4.33	0.00	Expressed protein	–	Endomembrane system
At1g74590	1.50	0.00	2.19	0.00	Glutathione S-transferase	Glutathione transferase activity	Cytoplasm
At5g46590	1.31	0.01	1.93	0.00	No apical meristem (NAM) family protein	Transcription factor activity/DNA binding	–
At1g17180	1.21	0.02	1.93	0.03	Glutathione S-transferase	Glutathione transferase activity	Cytoplasm
At5g46350	1.02	0.02	1.69	0.00	WRKY family transcription factor (WRKY8)	Transcription factor activity/DNA binding	Nucleus
At3g09270	2.07	0.03	1.29	0.02	Glutathione S-transferase	Glutathione transferase activity	Cytoplasm
At2g30550	0.07	0.03	1.02	0.05	Lipase class 3 family protein	Triacylglycerol lipase activity	Chloroplast
At4g36430	0.79	0.04	3.20	0.00	Peroxidase, putative	Peroxidase activity/calcium ion binding/oxidoreductase activity	Endomembrane system
At5g64905	1.78	0.04	1.10	0.01	Expressed protein	–	–
At1g76800	−1.43	0.00	−0.74	0.02	Nodulin, putative	–	–
At3g09580	−0.73	0.05	−0.90	0.02	Amine oxidase family protein	Oxidoreductase activity	Chloroplast

a M-value (M) is the value of the contrast and represents a log_2_ fold change.

b adj-P.value, the p-value adjusted for multiple testing with Benjamini and Hochberg's method to control the false discovery rate, were shown for 48 h-LT-treated vte2 plant and 3-d-old vte2 seedling, respectively.

c Descriptions of gene function and cellular component were obtained from the Gene Ontology section of The Arabidopsis Information Resources.

Expression profiles of 0-day and 3-day-old seedling of Col and vte2 were subjected to the same process of limma analysis for analysis of significant genes in 48 h-LT-treated vte2 plants (see Materials and Methods). The list of 744 differentially expressed genes in 3-day-old vte2 seedlings was compared with the list of 77 differentially expressed genes in 48 h-LT-treated vte2 plants and overlapping 12 genes were listed.

### *gsl4* and *gsl11* have little impact on lt-induced *vte2* callose deposition

Vascular-specific callose deposition is a phenotype shared by tocopherol-deficient mutants in several plant species (Russin et al., 1996; Hofius et al., 2004; Maeda et al., 2006). It has been suggested that vascular-specific callose deposition may directly block photoassimilate translocation and lead to the subsequent carbohydrate accumulation and growth inhibition phenotypes in tocopherol-deficient plants (Russin et al., 1996; Hofius et al., 2004; Maeda et al., 2006). To test this hypothesis we attempted to genetically eliminate induced callose deposition in *vte2* by introducing mutations affecting specific callose synthase genes. Among the 12 *GSL* genes encoding putative callose synthases in the *Arabidopsis* genome (Richmond and Somerville, 2000; Hong et al., 2001), *GSL4* (At3g14570) and *GSL11* (At3g59100) were the only two family members whose expression was significantly altered in both 48 and 120 h LT-treated *vte2* relative to Col (adjusted *p*-value < 0.01) (Table 1, Supplemental Figure S5). Homozygous mutants of *GSL4* and *GSL11* were therefore selected and introduced into the *vte2* background (see Materials and Methods) and the single *gsl* and *vte2* mutants and *gsl4 vte2* and *gsl11 vte2* double mutants were subjected to LT treatment to assess their phenotypes. Before LT treatment, the visible phenotypes of all the single and double mutants were similar to Col (Figure 4A). After prolonged LT treatment (28 days), which allows for full development of visible *vte2* LT phenotypes (Maeda et al., 2006), the *gsl4* and *gsl11* mutants appeared similar to Col while both of the double mutants were smaller, purple and similar to *vte2* (Figure 4A), indicating that neither the *gsl4* nor *gsl11* mutations have a substantial impact on the *vte2* LT phenotype. The levels of LT-induced vascular callose deposition (an early phenotype, as described in Maeda et al., 2006) detectable by aniline-blue fluorescence after 3 days LT treatment was also indistinguishable between the *vte2* single mutant and the *gsl4 vte2* or *gsl11 vte2* double mutants (Figure 4B). Thus, although *GSL4* and *GSL11* transcript levels are the only *GSL* family members induced higher in *vte2* than Col in response to LT treatment, loss of either gene activity does not have a major impact on callose deposition in LT-treated *vte2.*

**Figure 4:**
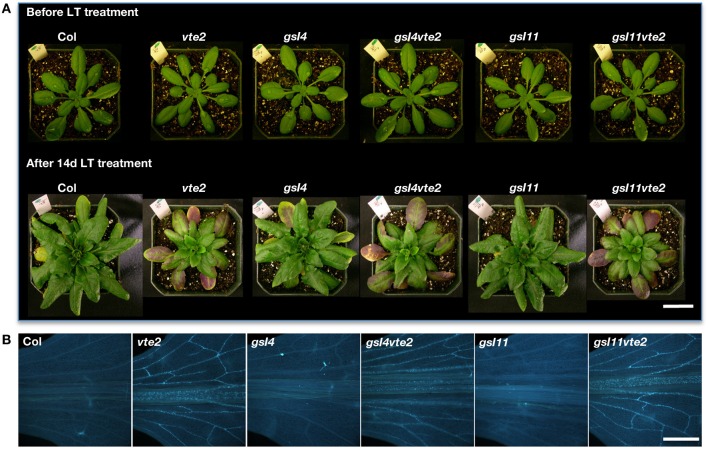
**Whole plant and vascular callose phenotypes of Col, *vte2, gsl4, gsl4 vte2, gsl11*, and *gsl11 vte2***. All genotypes were grown under permissive conditions for 4 weeks and then transferred to LT conditions for the specified periods previously shown to maximize each phenotype (Maeda et al., 2006). **(A)** Whole plant phenotype of the indicated genotypes before (top) and after (bottom) 28 days of LT treatment. Bar = 2 cm. **(B)** Aniline-blue positive fluorescence in the lower portions of leaves after 3 days of LT treatment. Samples for callose staining were fixed in the middle of the light cycle. Representative images are shown (*n* = 3). Bar = 1 mm.

### *gsl5* attenuates the majority of callose deposition in *vte2* without suppressing the photoassimilate export phenotype

Given that callose synthases are often post-transcriptionally regulated (Zavaliev et al., 2011), it is possible that enzymes responsible for the vascular-specific callose deposition of LT-treated *vte2* may be post-transcriptionally induced and not identified as differentially expressed between *vte2* and Col. GSL5 is the best characterized of the 12 GSLs in Arabidopsis and has been shown to be required for callose formation in response to wounding and fungal pathogens (Jacobs et al., 2003; Nishimura et al., 2003). Although *GSL5* expression is modestly induced in response to LT-treatment and not differentially expressed in LT-treated *vte2* relative to wild type (Table 1, Supplemental Figure S5), it might still play a role in the vascular callose deposition of *vte2*. To test this possibility we introduced the *gsl5* mutation into the *vte2* background and examined its effect on LT-induced *vte2* phenotypes, including vascular callose deposition. Under permissive conditions, the *gsl5 vte2* double mutant had a visible phenotype similar to Col, *gsl5* and *vte2* (Supplemental Figure S4). When 4 week-old plants were subjected to 7 days of LT treatment (which induces a stronger callose deposition phenotype than 3 days of LT treatment), *vte2* exhibited the expected strong vascular-specific callose deposition, while no fluorescence signal was detectable in the vasculature of Col and *gsl5* (Figure 5A). Although the *gsl5 vte2* double mutant showed a substantial reduction in fluorescence intensity, weakly fluorescent spots were still present in the *gsl5 vte2* vasculature (Figure 5A). However, despite the strong reduction in callose deposition at LT, photoassimilate export capacity, elevated soluble sugar content, and the visible phenotype of *gsl5 vte2* were indistinguishable from that of *vte2* (Figures 5B–D).

**Figure 5:**
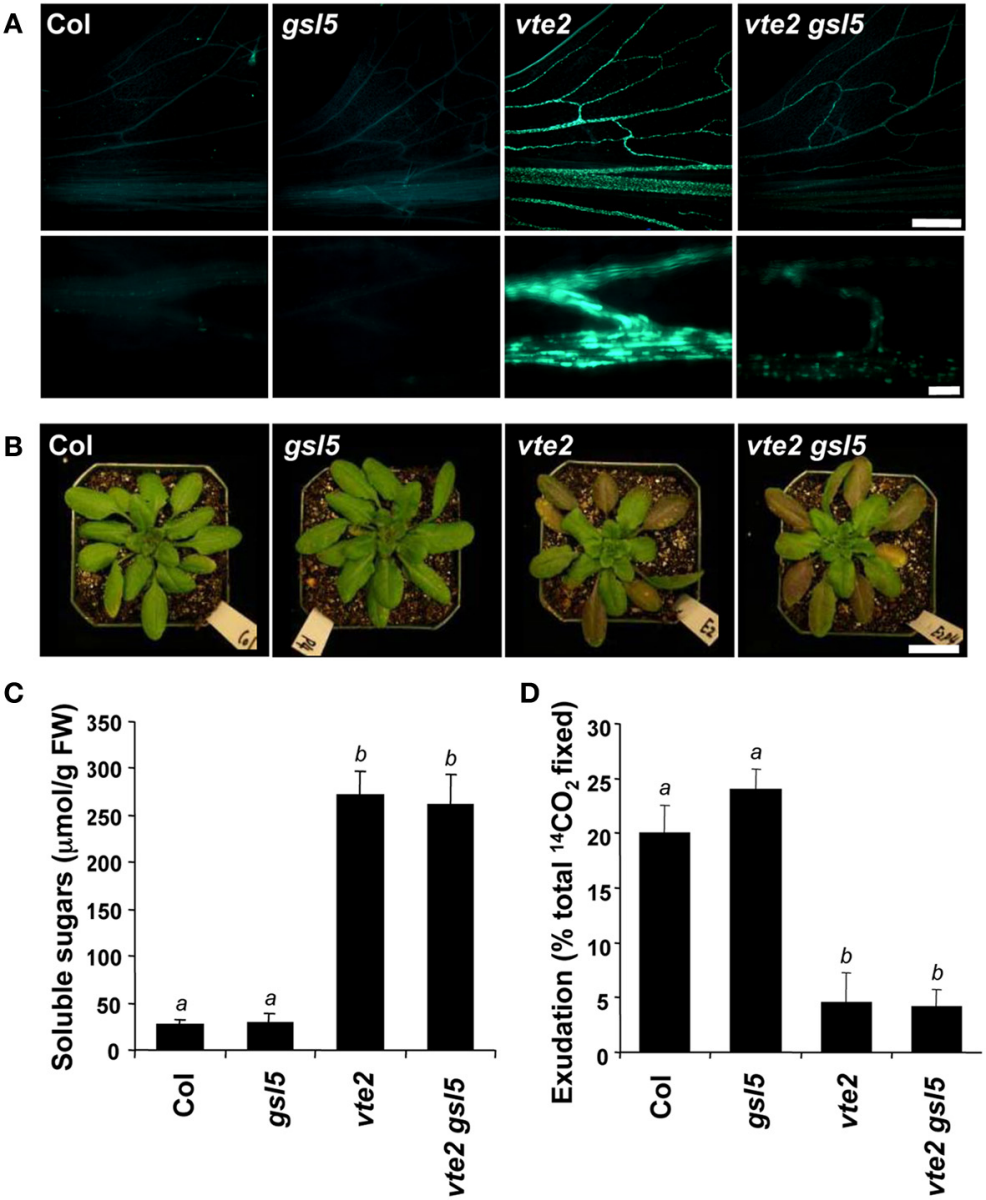
**Characterization of the *gs*l5 *vte2* mutant at LT**. Col, *gsl5, vte2*, and *gsl5 vte2* were grown under permissive conditions for 4 weeks and transferred to LT conditions for the indicated times previously shown to maximize each phenotype (Maeda et al., 2006). **(A)** Aniline-blue positive fluorescence in the lower portions of leaves after 7 days of LT treatment. Samples for callose staining were fixed in the middle of the light cycle. Representative images are shown (*n* = 3). The bottom panels are higher magnification pictures of vasculature. Bars = 1 mm (top) and 100 μm (bottom). **(B)** Whole plant phenotypes after 2 weeks of LT treatment. Bar = 2 cm. **(C)** Total soluble sugar content of mature leaves after 2 weeks of LT treatment. Data are means ± SD (*n* = 5). Non-significant groups are indicated by *a* and *b* (*P* < 0.05). **(D)** ^14^C-labeled photoassimilate export capacity of mature leaves after one additional week of LT treatment. Data are means ± *SD* (*n* = 5). Non-significant groups are indicated by *a* and *b* (*P* < 0.05).

To further address the role of the remaining GSL5-independent callose deposition in *gsl5 vte2*, transmission electron microscopy was used to examine the ultrastructure and localization of callose in TCWs of Col, *gsl5, vte2*, and *gsl5 vte2*. The spatial organization and types of cells constituting the phloem and xylem of all genotypes were similar to prior reports (Haritatos et al., 2000; Maeda et al., 2006) and notable differences were observed only in the phloem parenchyma TCWs following 3 days of LT treatment. In all instances, cell wall differentiation ensued in phloem transfer cells of LT-treated plants. Both Col and *gsl5* developed uniform TCWs adjacent to the companion cell/sieve element complex (Figures 6A,B,E,F), whereas those in *vte2* and *gsl5 vte2* were not uniform and were abnormally thickened to varying degrees (Figures 6C,D,G–I). The extensive localized globular outgrowths of wall commonly found in transfer cells of *vte2* (Maeda et al., 2006) also developed in *gsl5 vte2* but were less frequent. Positive immunolocalization with monoclonal antibodies to callose (β-1,3-glucan) showed it was present in TCWs at the companion cell/sieve element boundary in *vte2* (Maeda et al., 2006), and also in *gsl5 vte2* (Figures 6H,I). Immunolabeling of callose was sometimes present but mostly rare to absent in all cell types of Col and *gsl5* (Figures 6E,F). These results indicate that although *GSL5* is responsible for the bulk of detectable callose deposition in LT treated *vte2* (Figure 5A), callose synthase(s) other than GSL5 initiate the LT-induced callose deposition in transfer cells of *vte2* that may associate with the inhibition of photoassimilate export capacity in *vte2.*

**Figure 6:**
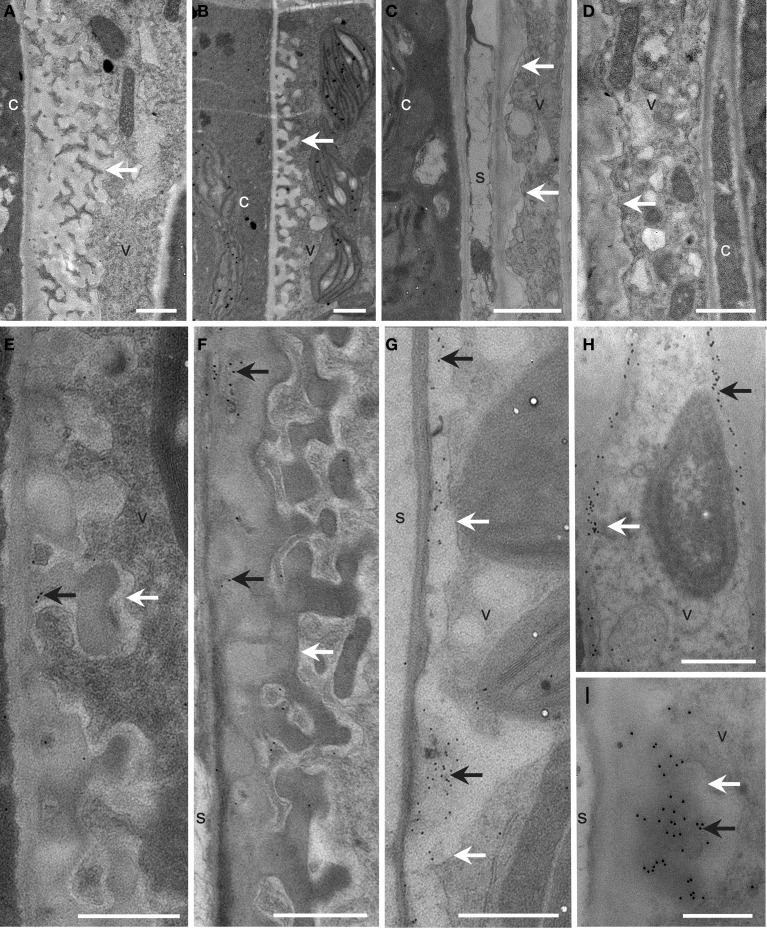
**Cellular structure and immunodetection of callose after 3 days of LT treatment**. Col, *gsl5, vte2*, and *gsl5 vte2* were grown under permissive conditions for 4 weeks and transferred to LT conditions for 3 additional days. Col **(A,E)**, *gsl5* **(B,F)**, *vte2* **(C,G)**, and *gsl5 vte2* **(D,H,I)**. Black arrows highlight wall ingrowths of phloem parenchyma transfer cells immunolabeled with anti-β-1,3-glucan. White arrows mark transfer cell walls. c, companion cell; s, sieve element; v, vascular parenchyma transfer cell. Bars = 1 μm **(A–H)**, 0.5 μm **(I)**.

## Discussion

Genome wide transcriptional responses to tocopherol deficiency have been extensively studied in animals using α-tocopherol transfer protein knock-out mice (*Ttpa*^−/−^) (Gohil et al., 2003; Vasu et al., 2007, 2009) or animals fed with tocopherol-deficient diets (Barella et al., 2004; Rota et al., 2004, 2005; Nell et al., 2007; Oommen et al., 2007). In addition to oxidative stress related transcripts (Gohil et al., 2003; Jervis and Robaire, 2004; Hyland et al., 2006), tocopherols were found to modulate the expression of genes involved in hormone metabolism and apoptosis in the brain (Rota et al., 2005), lipid metabolism, inflammation, and immune system in the heart (Vasu et al., 2007), cytoskeleton modulation in lungs (Oommen et al., 2007), synaptic vesicular trafficking in liver (Nell et al., 2007), and muscle contractility and protein degradation in muscle (Vasu et al., 2009). In contrast to the broad effects of tocopherol deficiency on the animal transcriptome, we found that the absence of tocopherols in Arabidopsis leads to no significant changes in the global transcript profile of mature plants under permissive conditions. This finding extends a previous observation that Arabidopsis tocopherol-deficient mutants and wild type are virtually indistinguishable once they pass the oxidative stress bottlenecks of seed development and seedling germination (Maeda et al., 2006).

We previously showed that germinating seedlings of tocopherol-deficient Arabidopsis *vte2* mutants exhibit massive levels of non-enzymatic lipid peroxidation (Sattler et al., 2004) resulting in differential expression of more than 700 genes when compared to wild type (Sattler et al., 2006). In contrast to these drastic biochemical and transcriptional changes in *vte2* seedlings, lipid peroxidation was not detectable in mature *vte2* leaves subject to LT treatment (Maeda et al., 2006, 2008) with only 77 genes having significantly altered expression (Tables 1, 2). Just 12 of these 77 genes are in common with the > 700 altered genes in *vte2* seedlings, demonstrating that tocopherols play fundamentally distinct roles in seedlings and fully-expanded mature leaves. Moreover, of the 49 genes significantly upregulated in LT *vte2* (Table 1), very few were also induced in response to other abiotic stresses (see Results). Instead approximately half of the 49 induced genes in LT *vte2* were strongly and specifically upregulated by biotic and ozone treatments (Figure 3) with the latter significantly overlapping with transcriptional responses of plants to diseases (Eckeykaltenbach et al., 1994; Kangasjarvi et al., 1994; Ludwikow et al., 2004). Thus, in contrast to the strong oxidative response of the *vte2* seedling transcriptome to germination, the transcriptome of mature *vte2 Arabidopsis* leaves subjected to LT show a very limited oxidative stress response.

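Of 5 named genes for antioxidant enzymes, none differed between vte2 and Col at 48 h in limma, and none did when adjusted over the list alone; their median log2 fold change was -0.07 and the camera adjusted p was 0.814 (adjusted p = 0.914 with an estimated correlation). Of 8 named tau-class glutathione transferases of a list drawn up beforehand, GSTU25 was higher, by 1.21 (standard error 0.20, adjusted p = 0.016 from limma), and GSTU20 lower, by -1.07 (standard error 0.20, adjusted p = 0.0419 from limma), with 1 higher and 1 lower also when adjusted over the list alone. Both stand in Tables 1 and 2 and were chosen by the study on these samples. The camera adjusted p for this list was 0.949 (adjusted p = 0.995 with an estimated correlation), and its test pointed up while its median (-0.07) and mean (-0.02) were below 0.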

Prior studies have highlighted the involvement of tocopherols in extra-plastidic lipid metabolism under LT conditions (Maeda et al., 2006, 2008; Song et al., 2010). Based on these results, it might be expected that some genes related to lipid metabolism would be differentially expressed in *vte2* under LT. Surprisingly, however, only 2 of the 77 genes differentially expressed in LT-treated *vte2* are involved in lipid metabolism. Both are lipase class 3 family proteins and proposed to have triacylglycerol lipase activities, with one (At2g30550) localized in the chloroplast and the other (At1g30370) to mitochondria. 

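Of the lipase genes, DLAH (At1g30370) could be named here. It was at 4.24 ± 0.57 in Col and 5.84 ± 0.42 in vte2 at 48 h (SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.24, adjusted p = 0.00663 from limma). At 0 h it was at 3.82 ± 0.14 in Col and 3.77 ± 0.11 in vte2 (SD, n = 3 each). DLAH rose from 0 to 48 h by 2.06 in vte2 (standard error 0.24, adjusted p = 6.35e-06 from limma) and by 0.42 in Col (standard error 0.24, adjusted p = 0.207 from limma); the difference of these changes was 1.64 (standard error 0.34, adjusted p = 0.158 from limma). In a fit of the 48 h arrays alone, with the same log2 fold change, its adjusted p from limma was 0.0868, the highest of its alternatives (lowest 4.49e-04). The fatty acid desaturases and most other genes of a list of membrane and storage lipid metabolism, of which 3 were named, are not analysed here.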

The majority of fatty acid desaturase genes in Arabidopsis, with the exception of *FAD8* (Gibson et al., 1994), are not transcriptionally regulated in response to LT (Iba et al., 1993; Okuley et al., 1994; Heppard et al., 1996) or alterations in the membrane fatty acid composition (Falcone et al., 1994). Thus, it seems that changes in extra-plastidic lipid metabolism in LT-treated *vte2* plants are not transcriptionally-regulated but rather are regulated at the post-transcriptional level.

As with biochemical analysis of LT treated plants, experimental materials for the current microarray analysis were of necessity taken from whole leaves (see Materials and Methods) and it is possible that *vte2* LT transcriptional “signatures” related to altered lipid metabolism or TCW synthesis are present but are restricted to such a small portion of specialized cell types (e.g., transfer cells) that their signals are diluted and difficult to identify in bulk leaf samples. 

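The 49 probe sets that were higher in vte2 at 48 h had a median signal of 4.63 (log2, over all 18 arrays) against 5.18 for all probe sets, and 33 of them lay below the median of all probe sets. Probe sets differ in how strongly they bind their transcript, so signals of different probe sets do not rank the expression of their genes. Examples are At3g53600, at 4.08 in vte2 at 48 h, and At4g36430, at 4.19. The 28 that were lower in vte2 had a median of 8.36, and 1 of them lay below the median of all probe sets; LHCB4.2 was at 9.18 and GSTU20 at 10.62 in vte2 at 48 h. The median percentile of the signal among all probe sets was 43.6 for the higher and 87.7 for the lower probe sets and 52.6 for all 77, or 55.7 for all 77 in the Col arrays and 65.1 in the vte2 arrays at 48 h.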

Consistent with this idea, most of the genes identified as differentially expressed in LT-treated *vte2* have low expression levels and attempts to verify their expression by traditional RNA gel blot analysis often failed (data not shown). It is possible that differential transcriptional responses may only be present in transfer cells of *vte2*, where endomembrane biogenesis is strongly induced (Maeda et al., 2006) and the deposition of callose and abnormal cell wall ingrowths occur (Figure 6). Future experiments utilizing *in situ* hybridization or laser-microdissection of vascular parenchyma cells would be necessary to directly test whether more than the 77 genes identified in this study show such cell specific expression at LT and whether additional genes are regulated by tocopherols and also may contribute to the LT-induced phenotype of *vte2*.

The biochemical phenotype of 48 h-LT-treated *vte2* plants includes phloem transfer cell-specific callose deposition that spreads from the petiole to the upper part of the mature leaves and potentially impacts the capacity of source to sink photoassimilate transportation (Maeda et al., 2006). Consistent with these phenotypes, the expression of several genes (e.g., glycosyl transferases, glucanases) that are potentially involved in cell wall polymer modification in transfer cells (Dibley et al., 2009) were significantly upregulated in *vte2* (Table 1). We also assessed the molecular nature of vasculature specific callose deposition observed in LT-treated *vte2* and its impact on the photoassimilate export phenotype. Based on our microarray analysis *GSL4* and *GSL11* were more strongly upregulated in LT-treated *vte2* than in Col (Supplemental Figure S5) and therefore considered likely candidates for enzymes mediating the massive callose deposition observed in LT-treated *vte2.* However, introduction of *gsl4* and *gsl11* mutations into the *vte2* background did not visibly alter the callose deposition or overall phenotypes in LT-induced *gsl4 vte2* or *gsl11 vte2* double mutants (Figure 4). Somewhat surprisingly, though *GSL5* was not differentially expressed in LT-treated *vte2* and Col (Supplemental Figure S5), knocking out *GSL5* in the *vte2* background eliminated the majority, but not all, of callose deposition in LT-treated *vte2* (Figures 5A and 7), indicating that the bulk of *vte2* callose deposition at LT is *GSL5*-dependent (Figure 7). Because *GSL5* is also responsible for callose deposition in response to wounding (Jacobs et al., 2003), tocopherol deficiency may improperly stimulate the wound response pathway in transfer cells and lead to post-transcriptional activation of the GSL5 enzyme in transfer cells. However, Col and *vte2* showed similar levels of wound-induced callose deposition (data not shown). Taken together, these data suggest that tocopherols are required for post-transcriptional activation of GSL5 in transfer cells by a mechanism that is likely independent of the wound-signaling pathway.

**Figure 7:**
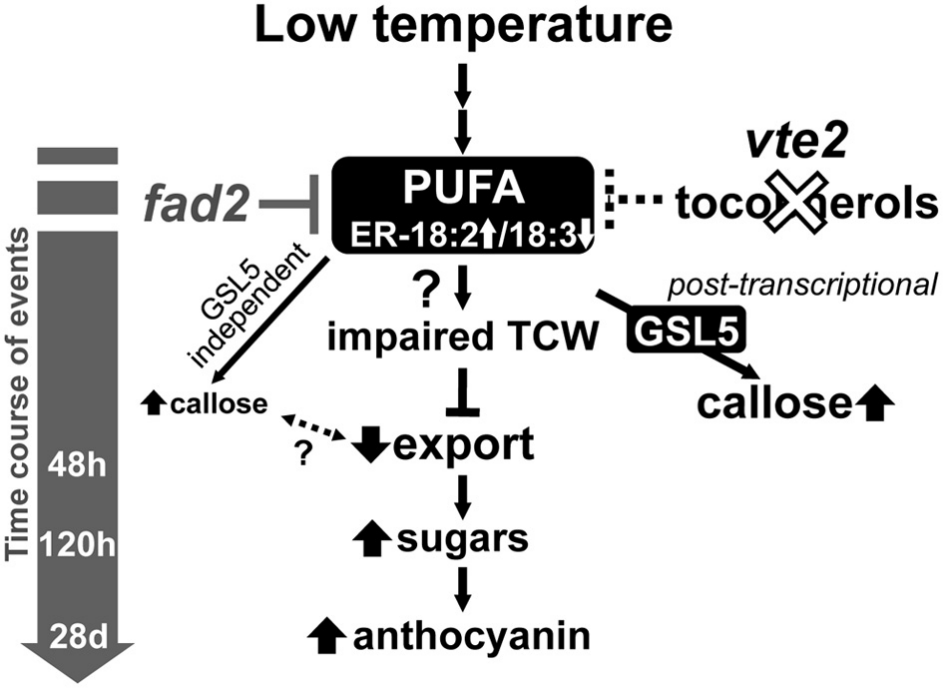
**A proposed model of the timing of biochemical changes in LT-induced phenotypes of tocopherol-deficient mutants**. Tocopherol deficiency, e.g., by the *vte2* mutation, leads to constitutive alterations in the fatty acid composition of endoplasmic reticulum (ER) membrane lipids [i.e., reduced linolenic acid (18:3) and increased linoleic acid (18:2)]. These alterations are suppressed by the mutation of the *ER FATTY ACID DESATURASE 2* gene (*fad2*), which also suppresses all of the LT-induced *vte2* phenotypes (Maeda et al., 2008; Song et al., 2010). Subsequent vasculature-specific callose deposition is primarily mediated by the GSL5 enzyme and tocopherol-deficiency affects its activity post-transcriptionally. Although low levels of GSL5-independent callose deposition still occurs, loss of the massive GSL5-dependent callose deposition in transfer cells does not affected the subsequent defect in photoassimilate export in LT-treated *vte2*.

Unexpectedly, elimination of the majority of LT-inducible callose deposition by introduction of the *gsl5* mutation into the *vte2* background did not impact any of the other *vte2* LT phenotypes (Figure 5). The *vte2* mutant develops an abnormally thickened TCW structure with fewer to no reticulate wall ingrowths (Figure 6; Maeda et al., 2006, 2008). These structural anomalies are still retained in *vte2 gsl5* (Figure 6). Thus, although it can be argued that the weaker, *GSL5*-independent fluorescent signals observed in the vasculature of *vte2 gsl5* may still impact photosynthate transport and development of the full suite of *vte2* LT phenotypes (Figures 6A,C,E,G, 7), these results indicate that the absolute level of callose deposition in transfer cells does not correlate with the photoassimilate export phenotype of *vte2.* This suggests that GSL5-dependent callose deposition is an event independent or downstream of the impaired photoassimilate export in LT-treated *vte2* (Figure 7). Future studies will focus on whether *GSL5*-independent callose deposition is involved in the impaired photoassimilate transportation phenotype by introducing additional *gsl* mutations into the *vte2 gsl5* background (e.g., by constructing *vte2 gsl5 gsl4 gsl11* quadruple mutant) to attempt elimination of all callose deposition in LT-treated *vte2*. Additional candidates to assess for this function include *GSL8* and *GSL12*, which contribute to the control of symplastic trafficking through plasmodesmata (Guseman et al., 2010; Vaten et al., 2011).

Previous and current studies have demonstrated that tocopherols are required for normal development of TCW ingrowths in Arabidopsis leaves in response to LT (Figure 6; Maeda et al., 2006, 2008). Although the precise underlying mechanism remains elusive, suppressor mutant analyses (Maeda et al., 2008; Song et al., 2010) and our recent transorganellar complementation study (Mehrshahi et al., 2013) suggest that deficiency in plastid-localized tocopherols directly impacts ER membrane lipid biogenesis. Although speculative at this point, these alterations in ER membrane lipid metabolism may in turn impact other endomembrane-related processes, such as the massive increase in vesicular trafficking required for deposition of cell wall material in transfer cells at LT (Talbot et al., 2002; McCurdy et al., 2008). Further investigation of the molecular links between altered ER lipid metabolism and the impairment of TCW development in LT-treated *vte2* (Figure 7) will illuminate the fundamental mechanisms underlying TCW development and function at LT.

## Author contributions

Hiroshi Maeda, Wan Song, and Dean DellaPenna designed research; Hiroshi Maeda, Wan Song, and Tammy Sage performed research; Hiroshi Maeda, Wan Song, Tammy Sage, and Dean DellaPenna analyzed data; Hiroshi Maeda, Wan Song, and Dean DellaPenna wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplemental Figure S1 **RNA degradation plot for the 18 microarrays**.

Supplemental Figure S2 **QC plot of 3': 5' ratios for control genes, percentage of present gene calls, and background levels of 18 microarrays**.

Supplemental Figure S3 **Box plots of all perfect match (PM) intensities of non-normalized (upper) and quantile normalized (bottom) 18 array data set**.

Supplemental Figure S4 **Whole plant phenotypes of the *gsl5 vte2* mutant grown under permissive conditions for 4 weeks**.

Supplemental Figure S5 **Gene expression profiles for the 12 GSL family members in 4-week old Col and *vte2* treated at LT for 0, 48, and 120 h**.

# Supplementary material for: Role of callose synthases in transfer cell wall development in tocopherol deficient Arabidopsis mutants
**Source:** Front Plant Sci. 2014 Feb 19;5:46. doi: 10.3389/fpls.2014.00046
**Supplement:** Supplemental Figure S1 — RNA degradation plot for the 18 microarrays.

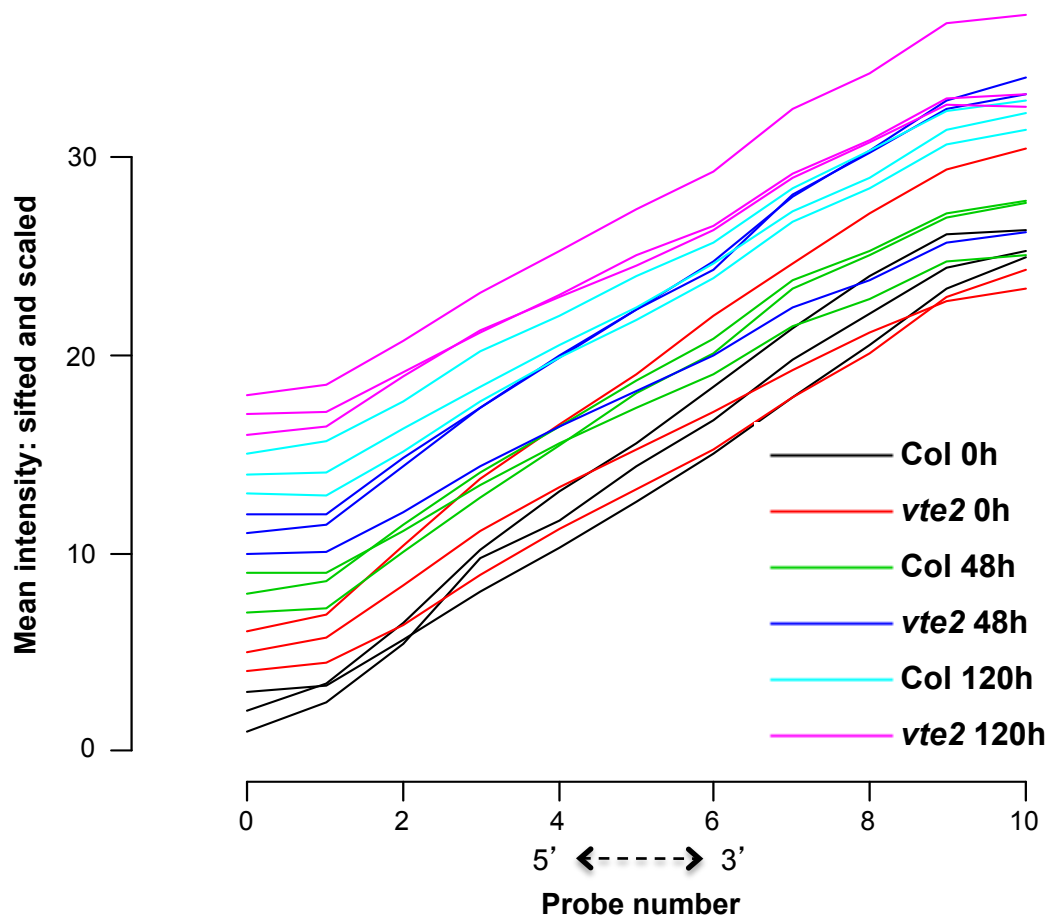

Supplemental Figure S1

RNA degradation plot for the 18 microarrays. For each array, the probes are ordered from the 5' end of the targeted transcript. Three replicates for each treatment were shown in the same color for clarity. The 3'/5' expression ratios of perfect match (PM) probes were used. All the arrays showed similar slopes, indicating the RNA used for the experiments is of good and comparable quality.

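The control probe sets of the array allow a narrower comparison of 3' and 5' ends, for GAPDH and actin alone, on the deposited log2 values. The 3' minus 5' difference of GAPDH was 0.87 and 0.92 for Col replicates 1 and 2 at 0 h and 1.01 and 0.83 for vte2 replicates 1 and 2, but -0.17 for Col replicate 3 and 0.38 for vte2 replicate 3. At 48 h it was 0.14 in Col and 0.12 in vte2 replicate 3 against 0.53 to 0.66 in the other arrays, and at 120 h it was 0.44 to 0.68 in arrays labelled Col and 0.03 to 0.43 in those labelled vte2. For actin, the difference was 2.74 in Col replicate 3 and 3.09 in vte2 replicate 3 at 0 h, against 2.87 to 3.58 in the other 0 h arrays; at 120 h it was 3.30 to 3.35 in arrays labelled Col and 2.84 to 3.09 in those labelled vte2. The mean of the hybridisation controls was 10.2 and 10.5 in Col and vte2 replicate 3 at 0 h, and 9.38 to 9.65 in the other 0 h arrays; at 120 h it was 9.29 to 9.57 in arrays labelled Col and 9.10 to 9.19 in those labelled vte2. Quantile normalization had been applied to these values before, so they are not the ratios of Figure S2.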

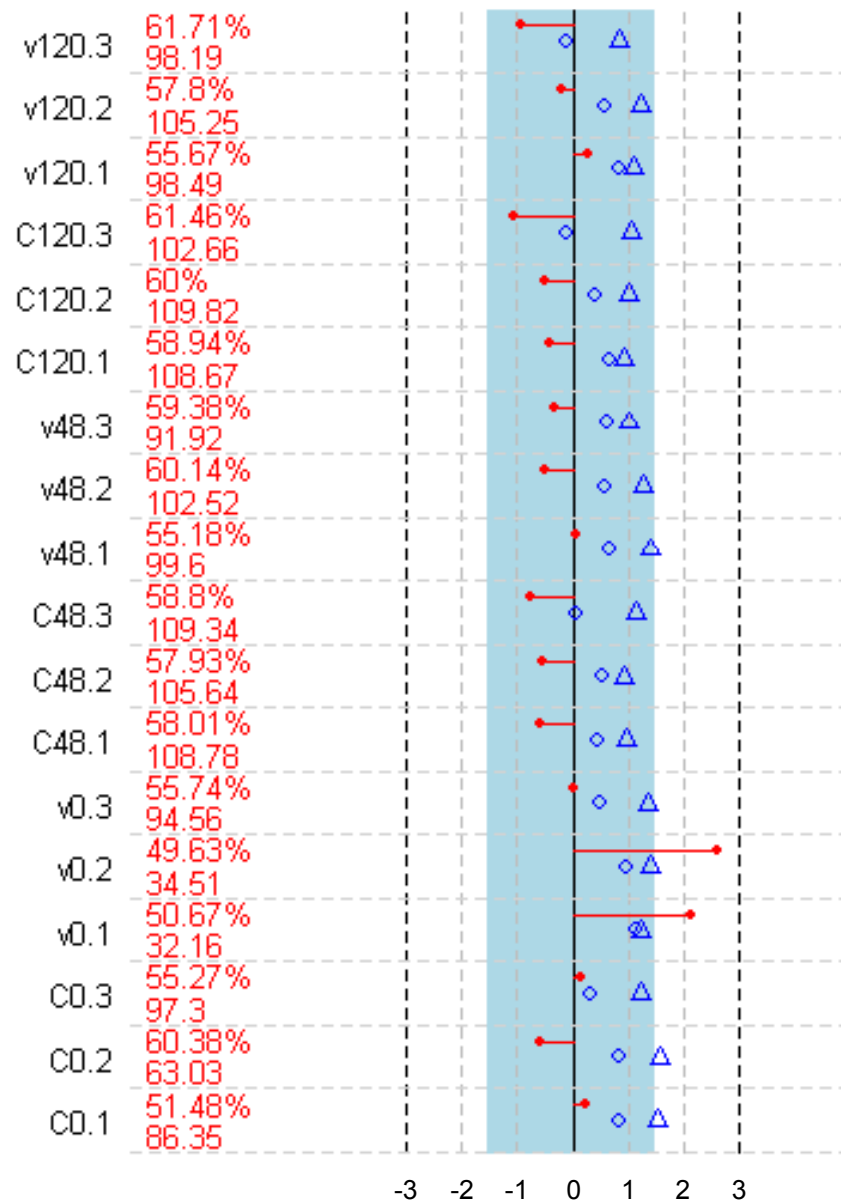

Supplemental Figure S2

QC plot of 3': 5' ratios for control genes, percentage of present gene calls and background levels of 18 microarrays. 3': 5' ratios for control genes, percentage of present gene calls and background levels are shown. Dotted horizontal lines separate the plot into rows, one for each chip. Dotted vertical lines provide a scale from -3 to 3. Each row shows the array index (C0.1-3 stands for Col 0h replicates 1-3, C48.1-3 stands for Col 48h replicates 1-3, and C120.1-3 stands for Col 120h replicates 1-3 while v01.1-3 stands for vte2 0h replicates 1-3, v48.1-3 stands for vte2 48h replicates 1-3, and v120.1-3 stands for vte2 120h replicates 1-3, respectively), % present, average background, scale factors (plotted as a red line from the center line of the image. A line to the left corresponds to a down-scaling, to the right, to an up-scaling), 3':5' ratios of GAPDH (blue circles) and β -actin (blue triangles) for an individual chip.

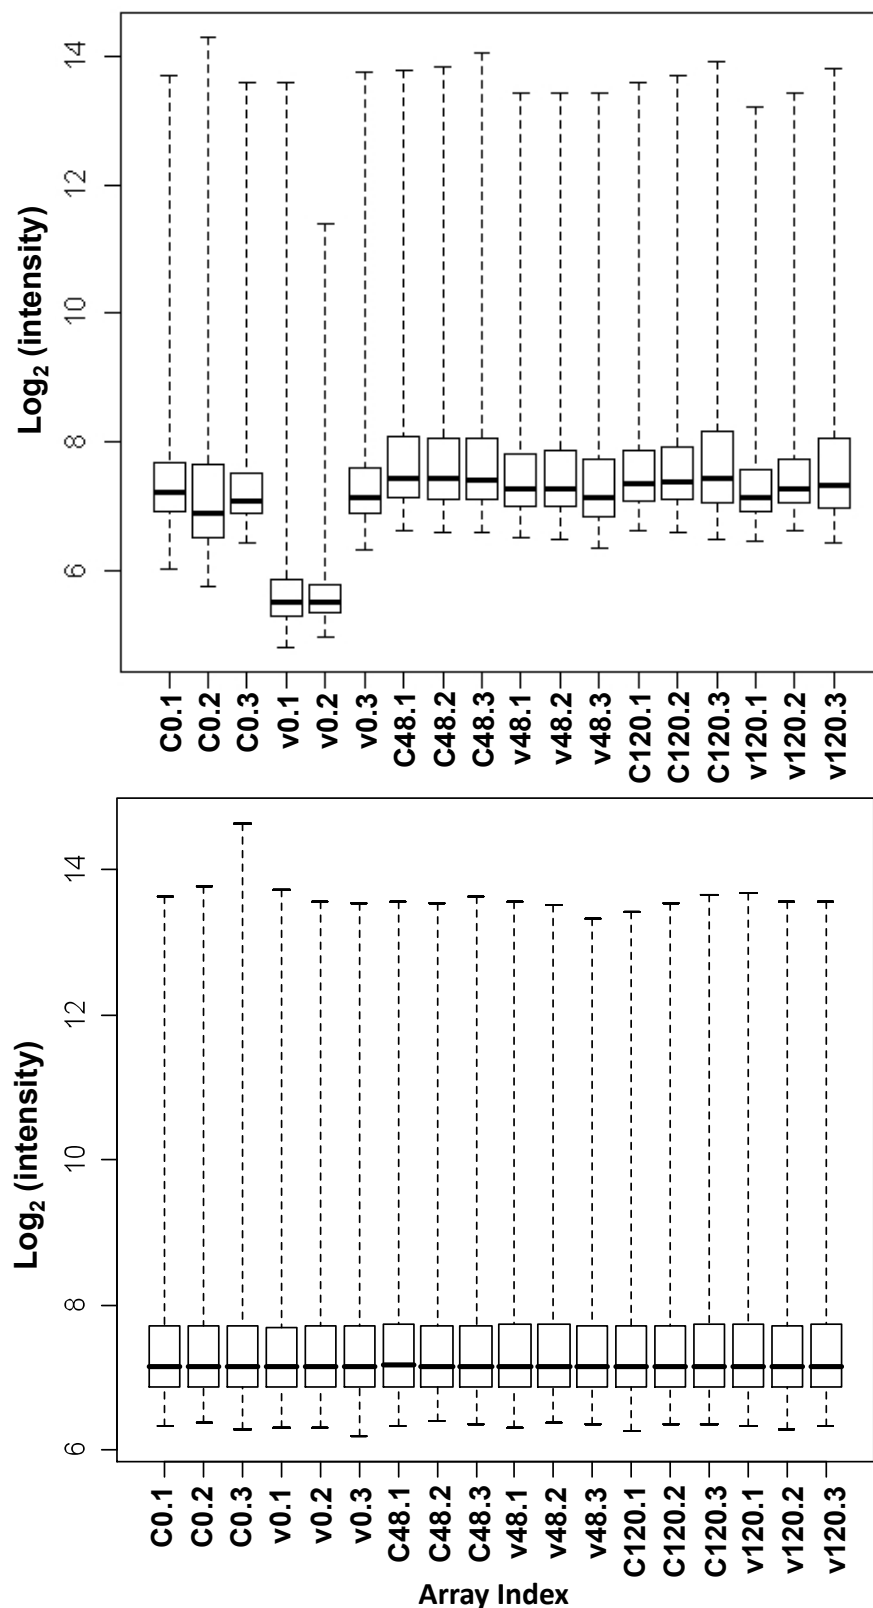

Supplemental Figure S3

Box plots of all perfect match (PM) intensities of non-normalized (upper) and quantile normalized (bottom) 18 array data set. C0.1-3 stands for Col 0h replicates 1-3, C48.1-3 stands for Col 48h replicates 1-3, and C120.1-3 stands for Col 120h replicates 1-3 while v0.1-3 stands for *vte2* 0h replicates 1-3, v48.1-3 stands for *vte2* 48h replicates 1-3, and v120.1-3 stands for *vte2* 120h replicates 1-3, respectively.

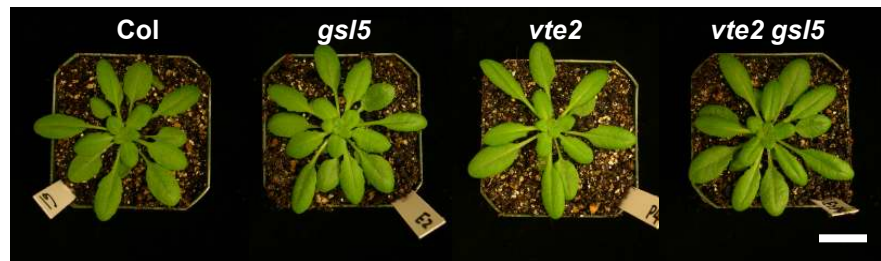

Supplemental Figure S4

Whole plant phenotypes of the *gsl5 vte2* mutant grown under permissive conditions for 4 weeks. Bar = 2 cm.

# Supplementary material for: Role of callose synthases in transfer cell wall development in tocopherol deficient Arabidopsis mutants
**Source:** Front Plant Sci. 2014 Feb 19;5:46. doi: 10.3389/fpls.2014.00046
**Supplement:** Supplemental Figure S5 — Gene expression profiles for the 12 GSL family members in 4-week old Col and vte2 treated at LT for 0, 48, and 120 h.

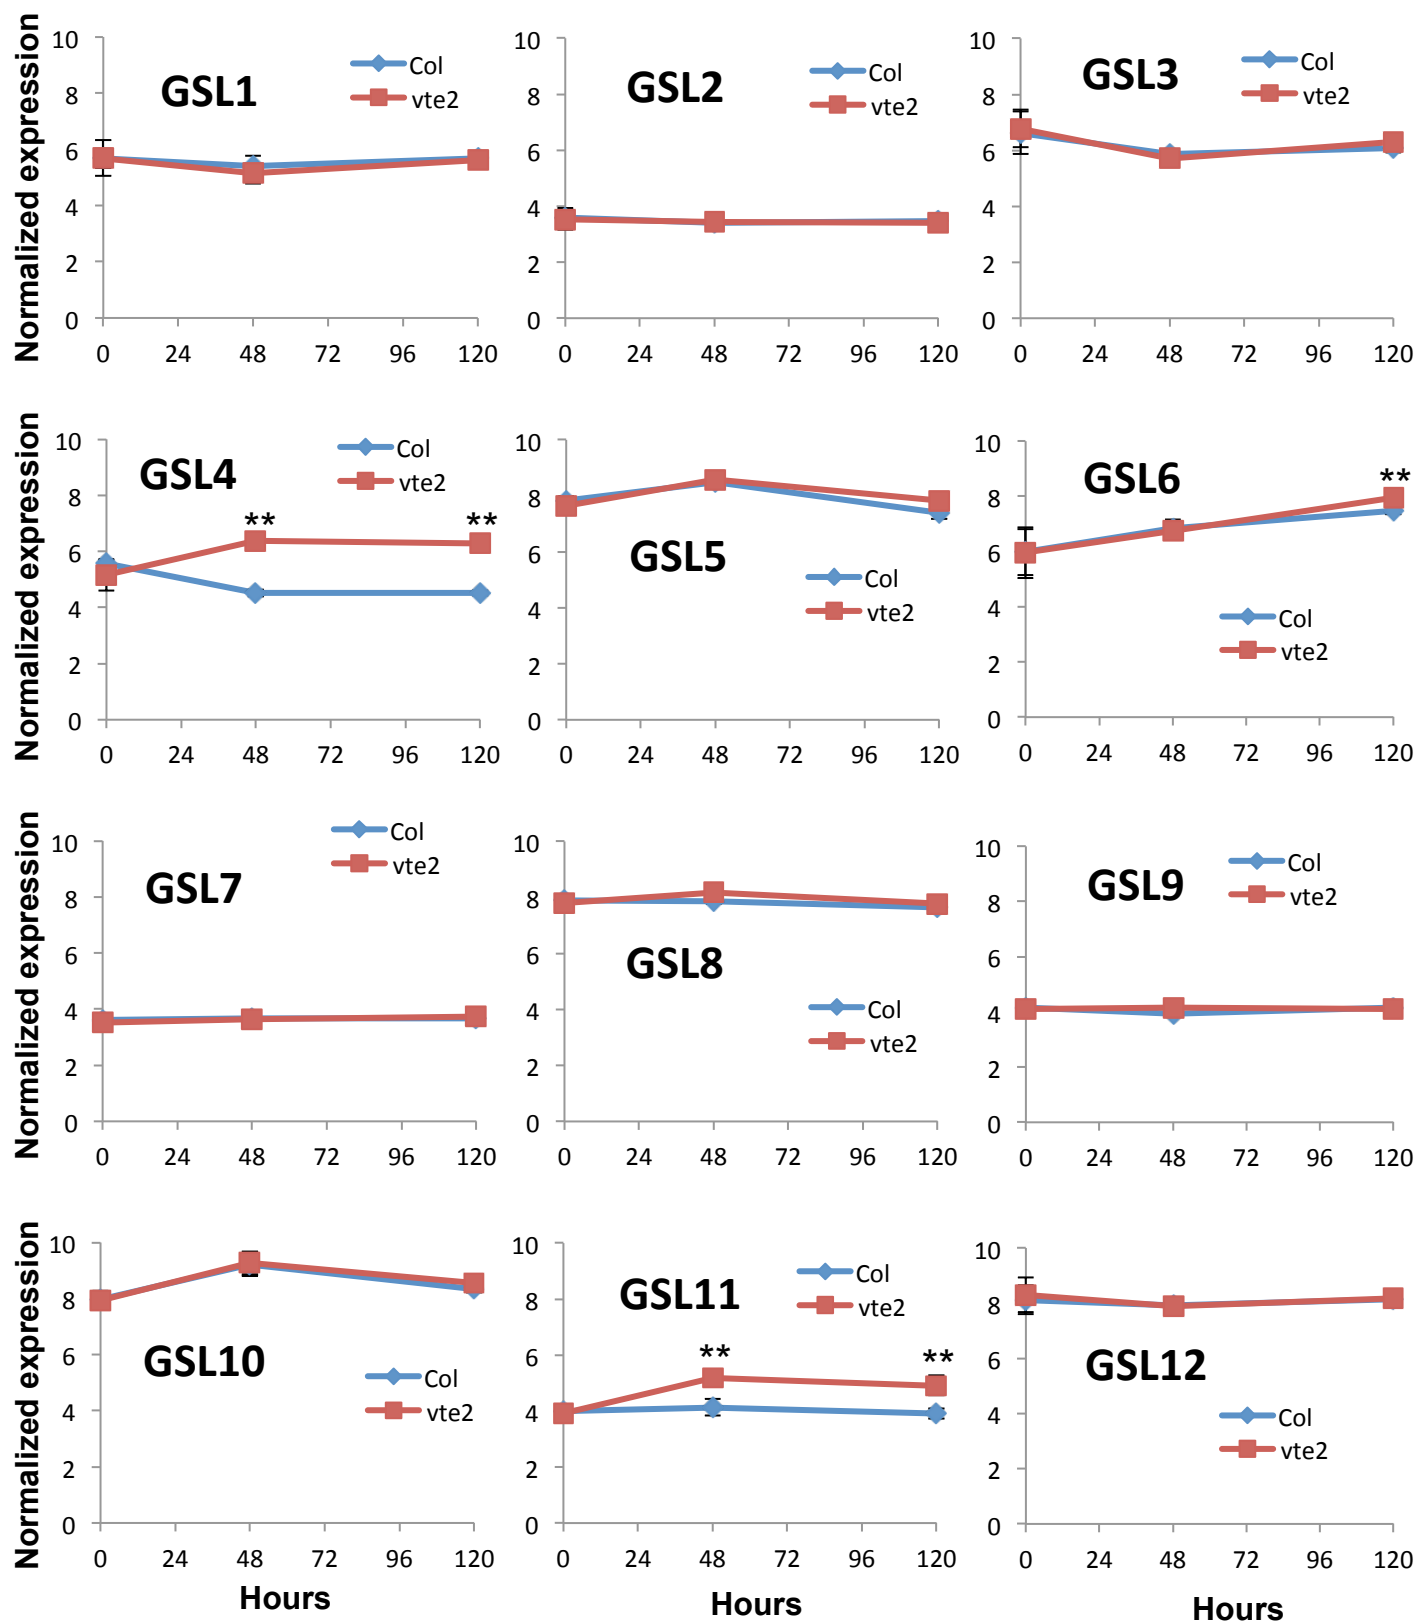

Supplemental Figure S5

Gene expression profiles for the 12 GSL family members in 4-week old Col and *vte2* treated at LT for 0, 48 and 120 h. Data are averages and standard deviations from three independent biological replicates for each genotype and time point. Error bars not visible are smaller than the time point mark. Statistically significant differences at <0.01 is indicated by **.

How the deposited data were processed for this re-analysis (not part of the article)

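Log2 expression values of 22810 probe sets (64 of them control probe sets) on 18 ATH1 arrays were analysed, 3 arrays for each of Col and vte2 at 0, 48 and 120 h of LT treatment. The authors made the deposited log2 values with RMA in the affy package, from perfect match probes, with quantile normalization over all 18 arrays. The number of arrays limits the precision; signal over background was not used here.

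From these values, a linear model with 6 group means was fitted with limma 3.58.1 in R 4.3.3, with default empirical Bayes moderation and Benjamini-Hochberg adjustment within each comparison (threshold 0.05). The comparisons were vte2 against Col at each time point, the LT response within each genotype, and the differences between these (interactions). Lists of genes with at least 5 named members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Of 36 lists written from general knowledge before the data were examined, 7 had enough named genes. A further 20 family lists were drawn up from gene symbols once the probe table was seen and before any test. Tables 1 and 2, which come from these same arrays, had been seen when all these lists were written. The steps were tested on simulated data: with known changes added to some of the 22810 probe sets and the spread pooled over time points, the 48 h comparison recovered 76.1% of 2-fold changes, and the 0 h comparison 73.1%. With the own spread of each time point, 560 probe sets without a planted change were called at 0 h, 16 at 48 h and 7 at 120 h. The simulated arrays varied independently, without the shift that the replicate 3 arrays shared at 0 h.

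Of the probe sets, 13513 were given a single gene by the probe table, 503 several and 8794 were not listed; locus names were available for 13436, covering 13286 genes. A gene with several probe sets was represented by the one with the highest mean. Unlisted probe sets count in all numbers of probe sets but are not named. VTE2, the GSL genes and the study's other unnamed genes are therefore not reported here. The named genes were those the study names, the 10 largest rises and falls per comparison among calls with non-overlapping arrays, up to 4 members of each list described (or 2 if none passed), and the 5 largest interactions each way. The values in the paper's tables had been seen when this rule was written.

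The paper gives the replicates as independent and names no shared batch. Same-numbered arrays of Col and vte2 deviated together at 0 h (correlations 0.397 to 0.791) but not at every pair at 48 h (0.054 to 0.302) or 120 h (-0.151 to 0.0096), so the numbers were taken to pair the arrays at 0 h only. Replicates 1 and 2 of different number deviated together there as well (0.462 and 0.496), so the numbers set apart replicate 3 alone. Genotype labels were used as deposited. The direction of the 120 h differences in Figure 2 was read by eye for the 38 named genes, with the deposited values known to the reader; 29 could be read clearly and 9 were equal or unclear. Alternatives covered the arrays in the fit, a replicate block, cyclic loess and median centring, a filter of the 40% dimmest probe sets, array weights, a trended and robust prior, adjustment over families of comparisons, leaving out each array, and, for clustering and levels, other distances and definitions. Exchanged labels at 120 h and the omission of both replicate 3 arrays at 0 h were added after seeing the data. The seedling and public stress data of the paper were not analysed here.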

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

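The tests of exchanged labels and of normalization at 120 h, all counts of splits and the comparison of the control signals with 48 h were chosen after the results were seen; the other tests below were set before them.

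The difference between vte2 and Col changed between time points: 12 probe sets differed in their change from 0 to 48 h, 518 from 0 to 120 h and 1348 from 48 to 120 h (limma, arrays as labelled). The paper gives no counts for the genotype difference at 120 h (1490 probe sets here) or for the LT responses, which were 7368 probe sets for Col at 48 h, 6613 for arrays labelled Col at 120 h, 7836 for vte2 at 48 h and 5358 for arrays labelled vte2 at 120 h. For the comparisons of 3 arrays against 3, the 10 splits are too few for a share under 0.05. The real split gave 77 at 48 h (1 of 10 splits as large, highest other 0), 1490 at 120 h (1 of 10, highest other 0), 7368 and 6613 for Col (1 of 10 each, highest others 2 and 0), and 7836 and 5358 for vte2 (1 of 10 each, highest others 1 and 0). At 0 h, 6 of 10 splits called at least the real 2, and the highest called 3035; the splits with 1689 to 3035 calls all kept the replicate 3 arrays together, which points to a structure of these arrays, and among the splits that part all 3 pairs the highest other was 11. For the interactions, 23 of 100 drawn splits reached 12 (highest other 1429), 5 of 100 reached 518 (highest other 1883) and 1 of 100 reached 1348 (highest other 444). These splits regrouped the arrays within each time point. They stand for no genotype effect at any time, not for an equal effect at 48 and 120 h. A genotype effect at either time can therefore lift the real count, and chance is not excluded for the last interaction either. Exchanged labels at 120 h gave 35, fewer than its highest other. Among all 80 splits that part the 3 pairs at 0 h, 6 reached 12 (highest other 36) and 4 reached 518 (highest other 951), shares of 0.075 and 0.05, so chance is not excluded for these with the pairs parted either; the other splits differ in keeping same-numbered 0 h arrays together.

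The genotype effect at 120 h, as labelled, was opposite to that at 48 h. Of the 77 probe sets called at 48 h, 71 had the opposite sign at 120 h and 51 were called there, all 51 in the opposite direction against 5.03 shared by chance, and the log2 fold changes had a correlation of -0.508 across probe sets. After cyclic loess the correlation was -0.511. The values had already been quantile-normalized, so a further normalization cannot tell whether the first contributed. Normalization between arrays was therefore not decided as a cause. An exchange of genotype labels between the deposit and the gene tree of the study is a candidate explanation: all 24 named genes of Tables 1 and 2 called at 120 h ran opposite to Figure 2, read by eye with the deposited values known. A turned genotype effect alone would leave the figure and the deposited values in the same direction, since both come from the same arrays. All 29 named genes with a readable direction ran opposite between them. For these genes, as read by eye, this argues against a turned effect without an exchange. Which side carries the exchange, and so whether the genotype effect turned, was not decided here. The mutated gene was not named by the probe table and was not used for this. The sugar and callose measurements the paper cites for 120 h, higher in vte2, do not settle it. Nor does the anthocyanin accumulation the paper cites for vte2 at LT without a time. The named anthocyanin and flavonoid genes were lower in arrays labelled vte2 (3 of 5, median -1.40).

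Few probe sets were called between vte2 and Col at 0 h, where replicates varied more. When the 48 h log2 fold changes of the 77 probe sets were added to the vte2 arrays at 0 h, 83.1% were called, and 9.09% with smaller added changes (0.5 of each). These shares decide nothing, because the test used 1 spread for all time points and these probe sets had been chosen for passing it at 48 h. Without Col replicate 3, vte2 replicate 3 or both, 349, 591 and 1042 probe sets were called in place of 2. Of these numbers, 349 and 591 may in part count the shift that the replicate 3 arrays share. With the replicate block within time points, 2 were called at 0 h, 158 at 48 h and 2604 at 120 h. The wider spread at 0 h thus cannot be told apart from an absence of genotype effects as the reason for the few calls. The absence of tocopherol effects before LT stays open as the biological one.

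Replicate 3 of both genotypes at 0 h stood apart. The GAPDH 3' minus 5' difference was lower by -0.804 in the replicate 3 arrays than in the other 0 h arrays, outside their range in both and on the side of less degradation, and hybridisation controls were higher by 0.878, outside the range in both. Whether RNA quality or hybridisation contributed cannot be told apart. At 48 h the replicate 3 arrays also lay outside the range of the others, by -0.483 and -0.774. They did not form a cluster of their own there. With all LT-treated arrays in 1 of the 3 clusters, however, a smaller shift could stay hidden. Their deviations at 48 h had a correlation of 0.302. The paper gives 1 harvest time in the light cycle for all samples; a departure from it cannot be told apart here, because 1 clock gene of the list was named. No biological explanation was tested, and shifts as large as that of At3g15450 were not tied to any of these.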

How the results depend on the processing

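Exchanged labels and the omission of both 0 h replicate 3 arrays were chosen after seeing the data; where a value moved, the cause was not tested unless the setting itself uses fewer arrays or genes. Of 2663 values of single genes, 2328 stayed on their side of the threshold, 259 lost it, 18 gained it and 58 changed sign. All 58 did so with exchanged labels, and 46 of these passed the threshold on the other side. For vte2 against Col at 120 h this was fixed in advance, since the exchange turns the sign and keeps the adjusted p. Of the 16 interaction values, 12 no longer passed the threshold (adjusted p = 0.0559 to 0.87 from limma). The log2 values with exchanged labels were, for vte2 against Col at 120 h, At5g48490 -3.47, MSRB5 -2.96, At3g45160 -2.73, At4g28780 -2.41, BCAT4 -2.33, At1g49200 -2.31, At3g26960 -2.27, RR16 -2.20, At4g33666 -2.18, At4g02850 -2.15, At3g13610 3.88, At1g26450 3.09, CML41 2.94, At2g40435 2.65, At4g16260 2.60, At3g47480 2.43, PRX52 2.42, At1g76960 2.35, At2g32190 2.31, At3g28580 2.29, TET5 1.51, At5g22860 1.48, At4g20320 1.41, At5g47920 0.93, At1g65500 1.99, PDF1.2b 1.25, At5g13880 1.83, GSTU25 0.93, SAG29 1.28, WES1 0.78, At4g36430 0.77, At5g04080 0.92, At3g11930 -2.15, At1g04680 -1.67, At1g51400 -0.56, At1g21440 -1.83, LHCB4.2 -0.62, At5g24490 -1.77, GSTU20 -2.14, RALFL34 -0.81, At3g09580 -1.07 and PSB27 -0.42; for the difference in the change from 0 to 120 h, At3g45160 -0.49, MSRB5 -2.56, At3g26960 -1.50, BCAT4 -1.71, EXPA8 -0.57, At3g13610 3.34, At1g76960 0.84 and At3g47480 1.80; and from 48 to 120 h, MSRB5 -1.39, At3g45160 -1.74, At3g26960 -0.90, At3g11930 -0.68, At1g49200 -1.36, At1g26450 0.46, At3g13610 2.54 and At2g40435 1.61. Of the interaction values, MSRB5, At3g13610 and At3g47480 (0 to 120 h) and At3g13610 (48 to 120 h) passed with exchanged labels. At 0 h (2 calls), limma called 0 with the replicate block shared by all arrays, 0 with cyclic loess, 0 with median centring, 0 with only the 0 h arrays, 17 with array weights, 78 with adjustment over the family and 1042 without both replicate 3 arrays (1947 had an unadjusted p under 0.05 with all arrays and no block). At 48 h (77), it called 158 with the replicate block within time points (69 shared), 961 with array weights (all 77 shared), 140 over the family and 150 with only the 48 h arrays (44 shared); at 120 h (1490), 2604, 6035, 978 and 5455 in the same order. The replicate block within time points left the count at 0 h at 2, with none shared, and this block was not run for the LT responses; same-numbered arrays were not paired at 48 and 120 h. For the change from 0 to 48 h (12), there were 25 calls with the replicate block within time points, 7 without the dimmest probe sets, 117 with array weights, 89 over the family, 2 with only the arrays compared and 763 without both replicate 3 arrays. For 0 to 120 h (518), there were 1273 with the block, 953 with weights, 259 with only the arrays compared and 1758 without both replicate 3 arrays; for 48 to 120 h (1348), 2471 with the block, 5450 with weights, 4133 with only the arrays compared and 35 with exchanged labels. The LT response of arrays labelled vte2 at 120 h (5358) had 3196 calls with only the arrays compared and 8141 without both replicate 3 arrays.

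Leaving out each array gave 0 to 591 calls at 0 h (349 without Col replicate 3, 591 without vte2 replicate 3), 32 to 146 at 48 h and 757 to 1114 at 120 h (959, 801 and 855 without the arrays labelled Col, 829, 1114 and 757 without those labelled vte2, replicates 1 to 3 each). For the LT responses it gave 5990 to 7519 (Col, 48 h), 5215 to 7273 (Col, 120 h), 6621 to 8442 (vte2, 48 h) and 4163 to 6771 (vte2, 120 h), and for the interactions 6 to 311 (0 to 48 h, with 311 without Col and 191 without vte2 replicate 3 at 0 h, 45 without Col replicate 3 at 48 h, and 6 without vte2 replicate 3 at 48 h), 265 to 1169 (0 to 120 h, with 841 without Col and 1169 without vte2 replicate 3 at 0 h, and 265 to 329 without an array at 120 h other than vte2 replicate 2) and 923 to 1262 (48 to 120 h). Opposite moves were 19 to 24 (21 with all arrays), and the median SD was 0.229 to 0.253 at 0 h, 0.13 to 0.145 at 48 h and 0.109 to 0.126 at 120 h. Gene lists past the threshold were 1 to 4 at 0 h, 4 to 6 at 48 h, 5 to 8 at 120 h, 3 to 6 and 4 to 5 for Col, 5 to 7 and 3 to 5 for vte2 at 48 and 120 h, and 2 to 5, 2 to 8 and 4 to 8 for the interactions in the order above.

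With an estimated correlation 0 lists passed in any comparison. Without the genes of Tables 1 and 2, 1 list passed at 0 h (2 with them), 3 at 48 h (6), 1 for Col at 48 h (4), 1 for Col at 120 h (5), 3 for vte2 at 48 h (5), and 2, 2 and 3 for the interactions (4, 5 and 6). This removal left the photosystem list and the list of expansins and xyloglucan endotransglucosylases with fewer than 5 genes. Those lists were therefore not tested in this setting, and their absence from these numbers is not a failed test. Other moved numbers of lists were 4 at 0 h with the replicate block within time points, 2 at 120 h without the dimmest probe sets, and 5 for the vte2 response at 120 h with cyclic loess (3 otherwise). Without both replicate 3 arrays there were 5 lists at 0 h, 7 for the vte2 response at 120 h and 9 for the change from 0 to 120 h. Requiring both changes past the threshold left 6 of the 21 opposite moves. The median percentile of the 77 probe sets in signal was 65.1 in the vte2 arrays at 48 h and 52.6 over all arrays. The arrays were divided the same way with each distance, linkage and filter tried. In simulated data with the own spread of each time point, 560 probe sets without an added change were called at 0 h. Calls there may therefore be too many if the arrays vary independently. In the data the replicate 3 arrays at 0 h shared a shift (correlation 0.791 across probe sets), and 2 probe sets were called. The simulation lacked that shift and so does not decide this for these arrays. Signal over background was not used here, so how far it limits the calls is not given.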

Differences from the paper's values

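Exchanged labels, in the paragraph on Figure 2, were chosen after the result was seen. The paper reports At2g18950 alone, a count of 1, as different between vte2 and Col at 0 h; 2 probe sets were called here, At3g12710 and a probe set with no gene name here, and At2g18950 was not named. The probe set with no gene name was higher in vte2 at 0 h (1.98) and at 48 h (0.46), while the paper's Table 2 has At2g18950 lower at 48 h (the paper's -2.36), so the paper's call at 0 h was not among those made here. Of the alternatives set before the data were examined, the fit without vte2 0 h replicate 1 gave 1 call; 2 calls were given by the replicate block within time points and by the trended and robust prior, 3 without the dimmest probe sets, 17 with array weights, 78 with adjustment over the family, and 0 by the replicate block shared by all arrays, cyclic loess, median centring, the 0 h arrays alone and the fits without Col replicate 1 or 2. The fits without Col replicate 3, vte2 replicate 2 and vte2 replicate 3 gave 349, 9 and 591.

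The paper describes stronger and more persistent induction (groups of low level) and repression (groups of high level) in vte2, and Figure 2 shows the same direction at 120 h as at 48 h. As labelled, all 24 named genes of Tables 1 and 2 that were called at 120 h ran opposite to Figure 2, and so did all 29 with a direction that could be read in it by eye, such as At1g26450, which was lower by -3.09 (log2) in arrays labelled vte2. At 48 h, the log2 fold changes of all 38 named genes differed from those of the paper's tables by at most 0.005. With the genotype labels of the 120 h arrays exchanged, chosen after seeing the values, the sign of these 24 differences turns. This restates that they ran opposite. The exchange cannot change the 48 h comparison and so says nothing about the 38 paper calls at 48 h named here.

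The paper describes 3 clusters of arrays that follow the 3 time points; here, with its stated distance and linkage, the 3 clusters were the replicate 3 arrays at 0 h, the other 0 h arrays, and all arrays at 48 and 120 h.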

Other observations

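The share with exchanged labels and the order of the control signals below were computed after the result was seen; both tests were set before it. At 120 h, 785 probe sets were higher and 705 were lower in arrays labelled vte2 than in arrays labelled Col (limma), with directions that depend on the labels. Control signals separated the same arrays: the 3 arrays labelled Col lay above the 3 labelled vte2 in the 3' minus 5' difference of GAPDH (0.44 to 0.68 against 0.03 to 0.43) and of actin (3.30 to 3.35 against 2.84 to 3.09) and in the hybridisation controls (9.29 to 9.57 against 9.10 to 9.19), an order that chance gives to 10% of measures in either direction, so a part of RNA quality or hybridisation in the 120 h difference was not tested and is not excluded. Of 5 named genes of anthocyanin and flavonoid synthesis, 3 were lower in arrays labelled vte2 and none was higher (4 lower when adjusted over the list alone): the acyltransferase AT5MAT by -1.58 (standard error 0.16), UF3GT by -1.54 (standard error 0.26) and DFR by -1.40 (standard error 0.28). The camera adjusted p was 2.78e-08, and adjusted p = 0.102 with an estimated correlation. Other large differences were in At3g13610 (-3.88, standard error 0.33), the calmodulin-like CML41 (-2.94, standard error 0.24), the peroxidase PRX52 (-2.42, standard error 0.22) and, on the other side, BCAT4 of aliphatic glucosinolate synthesis (2.33, standard error 0.31). WRKY53 differed by -1.72 (standard error 0.35, adjusted p = 0.00754 from limma).

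For the 120 h difference, 2 hypotheses were tested. If vte2 kept at 120 h the LT response that Col showed at 48 h, the calls would share its sign; 30.9% did as labelled and 69.1% would with exchanged labels, against 44.1% of the probe sets not called as labelled, so this cannot be told apart from its opposite while the labels are in doubt. A single outlying array is argued against only weakly. Without each of the 6 arrays in turn, limma made 757 to 1114 calls, against 1490 with all of them. The lowest number lay narrowly above the limit set beforehand, and fewer arrays can by themselves lower the number.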
